# High-Throughput Sequencing of Small RNAs from Pollen and Silk and Characterization of miRNAs as Candidate Factors Involved in Pollen-Silk Interactions in Maize

**DOI:** 10.1371/journal.pone.0072852

**Published:** 2013-08-21

**Authors:** Xiao Ming Li, Ya Lin Sang, Xiang Yu Zhao, Xian Sheng Zhang

## Abstract

In angiosperms, successful pollen-pistil interactions are the prerequisite and guarantee of subsequent fertilization and seed production. Recent profile analyses have helped elucidate molecular mechanisms underlying these processes at both transcriptomic and proteomic levels, but the involvement of miRNAs in pollen-pistil interactions is still speculative. In this study, we sequenced four small RNA libraries derived from mature pollen, *in vitro* germinated pollen, mature silks, and pollinated silks of maize (*Zea mays* L.). We identified 161 known miRNAs belonging to 27 families and 82 novel miRNAs. Of these, 40 conserved and 16 novel miRNAs showed different expression levels between mature and germinated pollen, and 30 conserved and eight novel miRNAs were differentially expressed between mature and pollinated silks. As candidates for factors associated with pollen-silk (pistil) interactions, expression patterns of the two sets of differentially expressed miRNAs were confirmed by stem-loop real-time RT-PCR. Transcript levels of 22 predicted target genes were also validated using real-time RT-PCR; most of these exhibited expression patterns contrasting with those of their corresponding miRNAs. In addition, GO analysis of target genes of differentially expressed miRNAs revealed that functional categories related to auxin signal transduction and gene expression regulation were overrepresented. These results suggest that miRNA-mediated auxin signal transduction and transcriptional regulation have roles in pollen-silk interactions. The results of our study provide novel information for understanding miRNA regulatory roles in pollen-pistil interactions.

## Introduction

Appropriate pollen-pistil interactions are essential to subsequent successful reproduction and seed formation in angiosperms [1]. At the beginning of the reproductive process, mature pollen grains are released from the dehisced anthers and land on the receptive stigmatic surface. After pollen capture, compatible pollen grains hydrate and germinate to extrude pollen tubes. Elongated by tip growth, pollen tubes penetrate the cell layers of the stigma, navigate within the style tissues, and eventually reach the ovule where fertilization occurs [2]. Incompatible pollen grains, on the other hand, are arrested at certain points in their journey toward the ovule [3]. Pollen-pistil interactions are a series of intensively regulated processes that ensure delivery of appropriate male gametes to female ones [4]. During these processes, pollen controls germination and tube growth, while the pistil provides the foundation and directional guidance for pollen tube navigation [5]. Because pollen-pistil interactions are essential to seed and fruit formation, revealing that their mechanisms is of great importance, both for understanding the completion of the plant life cycle and for enhancing agricultural production. Recent transcriptomic and proteomic studies have extended our knowledge of pollen/pistil gene and protein expression and revealed genes possibly involved in pollen-pistil interactions [2], [6]–[8]. The post-transcriptional regulation underlying these interactions remains largely unknown, however.

MicroRNAs (miRNAs), which are negative regulators of gene expression, are involved in many biological processes in eukaryotic species [9]. Most miRNA genes are transcribed by RNA polymerase II into primary miRNAs (pri-miRNAs), which are converted in turn into single-strand stem-loop precursors (pre-miRNAs) and then miRNA:miRNA* duplexes by proteins such as Dicer like 1, HYPONASTIC LEAVES1, and SERRATE in plants [10]. miRNAs are then incorporated into RNA-induced silencing complexes (RISCs) and cleave their target mRNAs with the assistance of ARGONAUTE proteins, while miRNA*s are usually degraded [11]. To elucidate the post-transcriptional regulation underlying various biological processes, miRNA expression profiles during these processes have recently been analyzed in different plant species [12]–[15]. No studies identifying miRNAs with potential roles in pollen-pistil interactions are available, however.

Maize (*Zea mays* L.) is a model species for studying pollen-pistil interactions, and is one of the most important crops in the world [16]. In this study using maize as the material, we sequenced four small RNA libraries obtained from mature pollen (MP), *in vitro* germinated pollen (GP), mature silks (pistils; MS), and pollinated silks (PS). Two sets of differentially expressed miRNAs were identified and considered as candidate factors related to pollen-silk interactions. The first set included miRNAs differentially expressed during pollen germination and tube growth, and the second set included miRNAs responsive to pollination in silks. GO analysis of their target genes revealed the enrichment of terms related to auxin signaling and transcriptional regulation, suggesting the potential regulation of these processes by miRNAs during pollen-pistil interactions.

## Results and Discussion

### High-throughput sequencing of small RNAs from maize pollen and silk tissues

To profile small RNAs expressed in maize pollen and silk, and to identify miRNAs potentially involved in regulation of pollen-silk interactions, we sequenced four small RNA libraries from mature pollen (MP), *in vitro* germinated pollen (GP), mature silks (MS), and pollinated silks (PS) using Solexa technology. 

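Small RNA from 4 tissues of the maize inbred line B73 was sequenced, with 1 library per tissue. GP was pollen kept for 30 min in germination medium, and PS was silk harvested 30 min after pollination. The depth of each library was its number of clean reads, 3638941 in MP, 10575042 in GP, 5775303 in MS and 5205129 in PS. For each named miRNA, the deposited table gives the authors' read counts, to which they added reads that differed by up to 2 bp in length, and TPM, the count scaled by the clean reads of its library. TPM computed again from the counts and clean reads differed from the authors' TPM by 0. A single read equals 0.275 TPM in MP, 0.0946 TPM in GP, 0.173 TPM in MS and 0.192 TPM in PS. The 161 known miRNAs have 72 distinct mature sequences, and 126 of them share their sequence with at least 1 other. Reads of such miRNAs are counted once for each name, so values for single members are uncertain. Each distinct sequence was also analyzed once, with the counts of the member that had the most reads over the 4 libraries together. Libraries were compared by a 2-sided Fisher's exact test of read counts against all other clean reads. Where 1 library had 0 reads, the ratio was computed against a floor of 3 reads. The floor is 0.824 TPM in MP, 0.284 TPM in GP, 0.519 TPM in MS and 0.576 TPM in PS. Such a ratio is a bound that takes the count of the other library as exact, so it leaves out the counting error there. Intervals are exact 95% intervals, and intervals and floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. With 1 library per tissue no difference has a replicate check within the sequencing data, and a test on reads compares 2 libraries, not the conditions.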

We obtained 6,433,541, 11,133,002, 9,173,416, and 8,327,428 raw reads from MP, GP, MS, and PS, respectively. After removing adaptors, contaminants, and low-quality sequences, 3,638,941, 10,575,042, 5,775,303, and 5,205,129 high-quality clean reads 18–30-nt long were generated from MP, GP, MS and PS, respectively. Length distribution based on total number of clean reads from the four sequenced libraries is illustrated in Figure 1. Small RNAs with 24 and 22 nt were the two major classes, similar to previous findings in many tissues of maize and rice [13], [14], [17].

**Figure 1:**
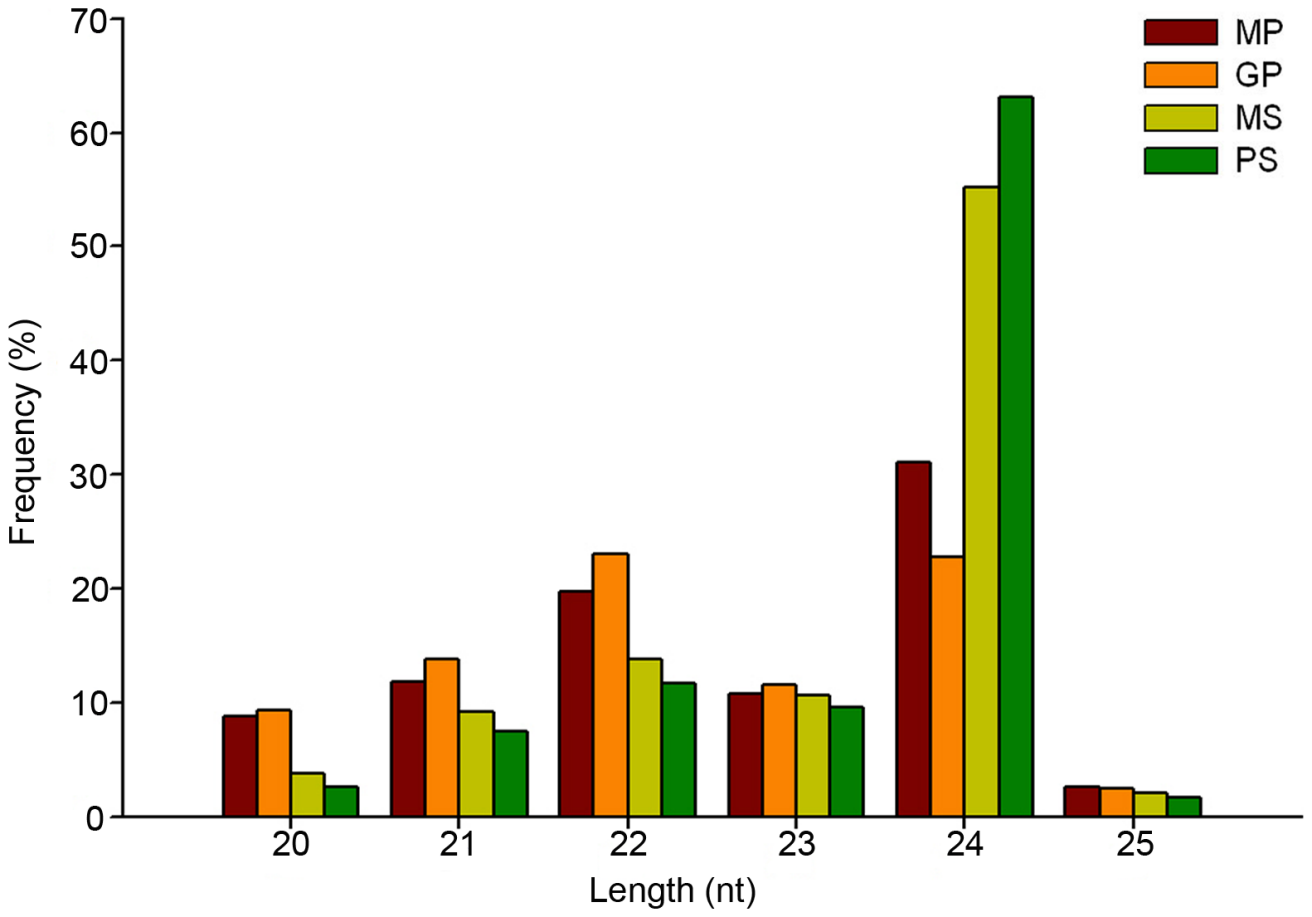
Length distribution of small RNAs identified from mature pollen (MP), germinated pollen (GP), mature silks (MS), and pollinated silks (PS).

The clean reads were mapped to the maize genome (B73 RefGen_2v, released 5a.59) using SOAP, revealing 3,107,037 (85.38%), 9,527,191 (90.09%), 4,935,606 (85.46%), and 4,495,910 (86.37%) perfectly matching sequences from MP, GP, MS, and PS, respectively. A total of 22,065,744 (87.58%) genome-matched sequences, representing 9,859,314 (81.34%) unique sequences, were identified (Table 1). Based on a Blastn search against Rfam base, sequences corresponding to rRNAs, tRNAs, snoRNAs, and other small RNAs were identified (Table 1). A large number of sequences (22,969,291 representing 9,816,635 unique sequences) could not be annotated. The well-represented unannotated small RNAs provided an opportunity to identify novel miRNAs.

**Table 1:** Total genome-matched sequences identified from the four libraries.

	Unique sequences	Percent (%)	Total sequences	Percent (%)
Total Reads	9,859,314	100.00	22,065,744	100.00
rRNA	24,254	0.25	1,345,433	6.10
tRNA	3,106	0.03	143,074	0.65
snoRNA	3,291	0.03	15,050	0.07
Other small RNAs	8,927	0.09	129,767	0.59
Known miRNAs	1,401	0.01	463,129	2.10
Unannotated	9,818,335	99.58	19,969,291	90.50

### Identification of conserved miRNAs

To identify known maize miRNAs, candidate sequences were Blastn-searched against known mature miRNAs and their precursors in miRBase (version 18.0) to recover perfectly matching sequences from maize. We identified 161 conserved miRNAs belonging to 27 miRNA families from the four libraries: 97 in MP, 105 in GP, 143 in MS, and 147 in PS (Table S1). 

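Known miRNAs were detected more widely in silks than in pollen. Of the 161 known miRNAs, 82 had reads in all 4 libraries, 44 had reads in silk libraries alone and 7 in pollen libraries alone. Silk-only miRNAs included all members of miR395, a family that regulates sulfate assimilation, with 0 reads in both pollen libraries. The pollen-only miRNAs had few reads: miR159g had 5 reads in GP, miR2118d had 4 reads in MP and 1 read in GP, and the others had 1 read in GP. Counted once each, 38 of the 72 distinct mature sequences were detected in MP, 46 in GP, 57 in MS and 62 in PS. These belonged to 22, 21, 25 and 26 of the 27 families, respectively. Detection in pollen rested on low counts, as 47 of the known miRNAs in MP and 55 in GP had at least 10 reads.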

Total read numbers of conserved miRNAs in the four libraries were 94,487 (MP), 168,406 (GP), 643,011 (MS), and 580,305 (PS) (Table S1).

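Known miRNAs made up a larger part of the silk libraries than of the pollen libraries. Counted once per distinct sequence, they had 19853 reads in MP, which was 0.546% of clean reads (exact 95% interval 0.538% to 0.553%), and 44105 reads in GP, which was 0.417% (0.413% to 0.421%). In silks they had 186020 reads in MS, or 3.22% (3.21% to 3.24%), and 187429 reads in PS, or 3.60% (3.58% to 3.62%). Summed over all names, so that a shared sequence is counted for each of its members, they were 2.60% of clean reads in MP, 1.59% in GP, 11.1% in MS and 11.1% in PS. The sum over all names was 1486209 reads in the 4 libraries together and the sum over distinct sequences was 437407 reads. Some distinct sequences overlap, so a read can still be counted more than once in their sum. In PS, for example, miR166a had 4770 reads and the overlapping miR166b/c/d/e/f/g/h/i had 4763. The totals and the shares drawn from them carry this overlap, which the intervals leave out.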

We further analyzed conserved miRNAs with relatively high (>1,000) read numbers. 

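A total of 63 known miRNAs from 13 families had more than 1000 reads over the 4 libraries, and these were 20 distinct mature sequences. The sequence of miR168a/b, which targets the gene of the silencing protein AGO1, ranked 1 in each library. It stood at 2732 TPM in MP and 2206 TPM in GP, and at 14671 TPM in MS and 15284 TPM in PS. Of the reads of distinct known sequences, it took 50.1% in MP (exact 95% interval 49.4% to 50.8%), 52.9% in GP, 45.5% in MS and 42.4% in PS. The sequence shared by zma-miR156a/b/c/d/e/f/g/h/i/l, which targets SPL transcription factor genes, stood at 1630 TPM in MP, 641 TPM in GP, 1396 TPM in MS and 1104 TPM in PS. Its part of the known reads was larger in pollen, at 29.9% in MP (29.2% to 30.5%) and 15.4% in GP (15.0% to 15.7%), than in silks, at 4.34% in MS and 3.07% in PS. It ranked 2 in MP, 3 in GP, 4 in MS and 8 in PS. In PS both miR171b and miR171f, whose reads can be the same, ranked above it. The sequence of miR159a/b/f/j/k, a regulator of MYB genes, stood at 568 TPM in MP, 788 TPM in GP, 5272 TPM in MS and 6061 TPM in PS. The 5 most abundant sequences held 95.9% of known reads in MP, 96.4% in GP, 85.5% in MS and 76.8% in PS.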

As shown in Figure 2, zma-miR156a/b/c/d/e/f/g/h/i/l and miR168a/b were highly abundant in all four libraries. miR156 is involved in diverse processes in various model species, including anther development, juvenile-to-adult phase transition, gibberellin signal transduction, and flower and leaf development [18]–[21]. In maize, however, the accumulation of zma-miR156 in pollen and silk samples suggests its possible role in reproductive processes. miR168 is a known feedback regulator of the miRNA pathway, where it targets *ARGONAUTE1* (*AGO1*), which is important for miRNA function [22], [23]. The modulation of *AGO1* mediated by miR168 is essential to proper development in Arabidopsis [22]. We suggest that miR168-controlled feedback regulation is also required for plant reproduction. Members of several other miRNA families, including zma-miR164, zma-miR167, zma-miR169, zma-miR171, and zma-miR827, were also highly expressed in MS and PS; they were barely detected in MP and GP, however, indicating their specific roles in maize female reproductive tissues.

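All 5 families were far higher in both silk libraries than in either pollen library. miR164, a regulator of NAC transcription factor genes, stood at 5165 TPM in MS and 2508 TPM in PS, against 1.37 TPM in MP and 0 reads in GP. The lower silk library was 1825-fold above the higher pollen library (exact 95% interval 782 to 5621). miR827 stood at 876 TPM in MS and 2023 TPM in PS, against 0.550 TPM in MP and 0 reads in GP, a ratio of 1593-fold (441 to 13159). miR169, which targets NF-YA genes, stood at 603 TPM in MS and 977 TPM in PS, 169-fold (98.5 to 317) above its 3.57 TPM in MP. miR171 stood at 667 TPM in MS and 4176 TPM in PS, 144-fold (109 to 195) above its 4.63 TPM in GP. miR167, which targets auxin response factor genes, differed least, with 283 TPM in MS and 344 TPM in PS against 9.34 TPM in MP and 1.13 TPM in GP, a ratio of 30.3-fold (21.6 to 44.0). Of the 23 distinct sequences of these families, 8 had 0 reads in both pollen libraries, but miR169l, miR169m/n/q and miR171c among them had fewer than 10 reads in each silk library. Of the 17 sequences with over 10 reads in a silk library, 11 were more than 10-fold higher in silks by the same ratio, and that of miR169f/g/h was 0.916. Among all 27 families, 9 were more than 10-fold higher in the silks by the same ratio and 4 more than 100-fold. The other families more than 10-fold higher were miR162, miR166, miR319 and miR408, with ratios of 11.8, 11.6, 85.1 and 47.6. For miR156 the ratio was 0.681. Scaled to the total of known reads, which was higher in silks, the log2 ratio was 8.11 for miR164, 8.08 for miR827, 4.84 for miR169, 4.22 for miR171 and 2.36 for miR167. Family sums add all distinct sequences, so a read that fits overlapping sequences of a family, such as those of miR171b and miR171f, can be counted more than once. From these levels, the paper proposes that the 5 families have specific roles in female reproductive tissues.

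**Figure D1:**
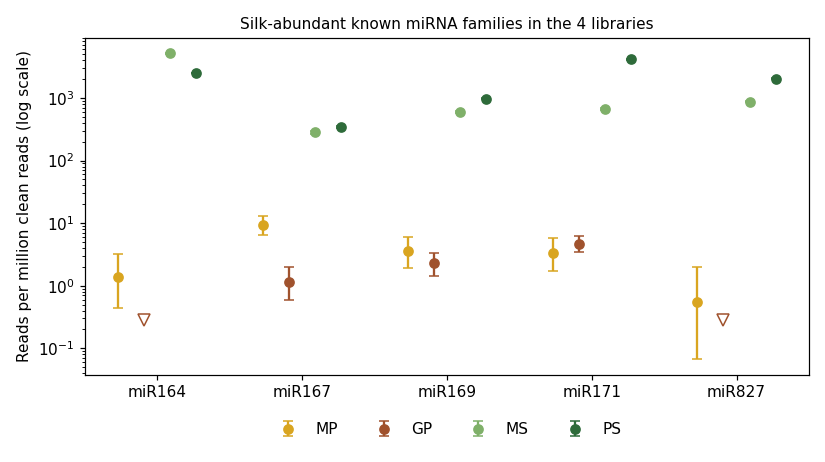
Levels of the miR164, miR167, miR169, miR171 and miR827 families in the MP, GP, MS and PS libraries, in TPM on a log axis, with 1 library per tissue. Bars are exact 95% counting intervals, and an open triangle marks a family with 0 reads, drawn at the floor of 3 reads. miR164 and miR827, with 0 reads in GP, reach 5165 TPM and 876 TPM in MS.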

**Figure 2:**
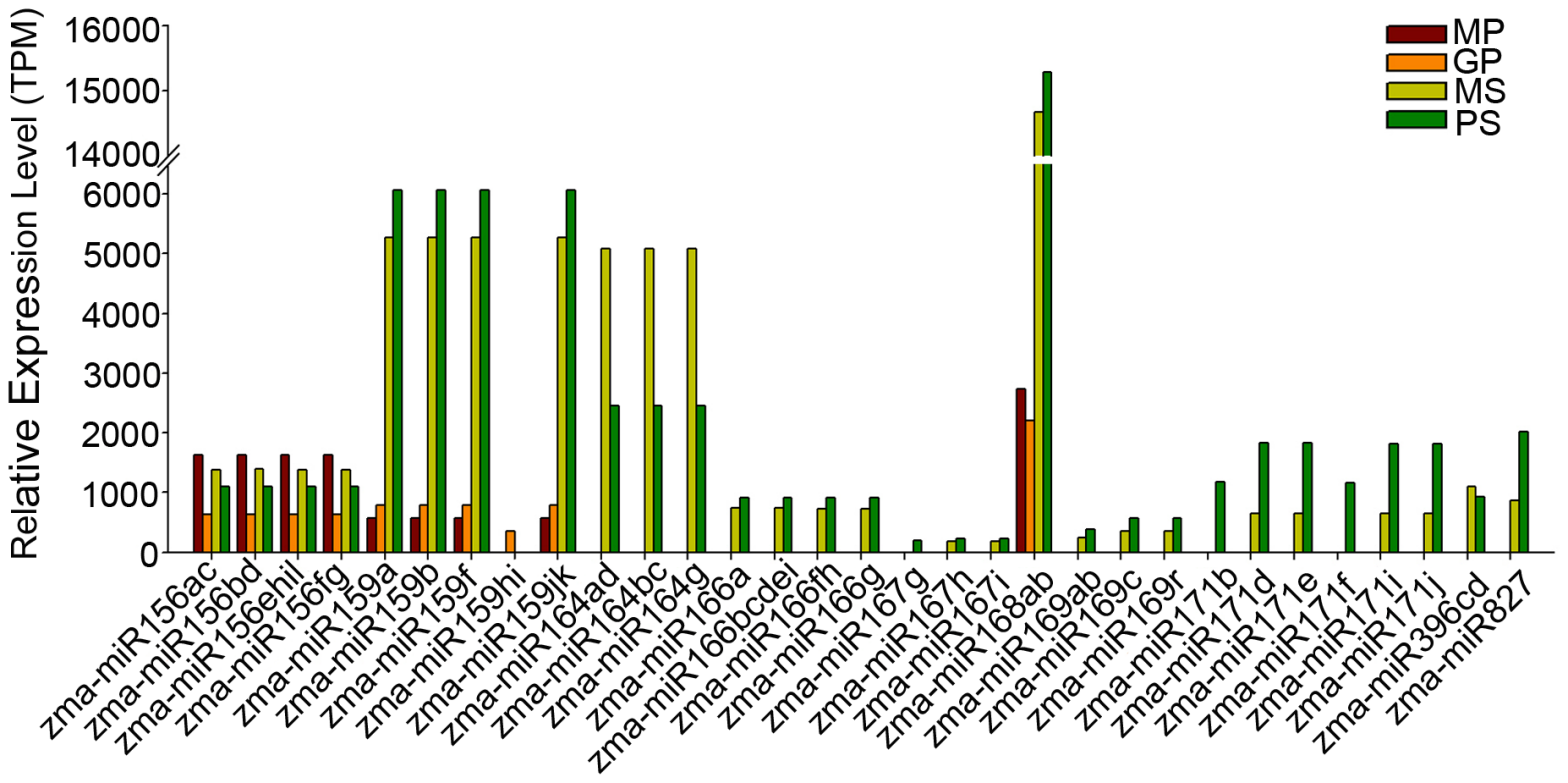
Highly expressed miRNAs in MP, GP, MS, and PS.

To further understand the potential biological roles of identified conserved miRNAs, we predicted their target genes using a previously described approach [24]. Based on this method, 144 target genes were identified (Table S3).

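The deposited table lists the authors' predicted target sites for 157 of the 161 known miRNAs. The sites lie on 338 transcripts of 200 genes, counted by gene identifier, and the longest list for 1 miRNA has 25 genes. By family, miR156 has 27 predicted target genes, miR396 has 20, miR171 has 19, miR159 has 17 and miR164 has 14. miR162, miR168, miR398 and miR827 have 1 each. Table S3 lists 192 identifiers of target genes. Of the 187 target genes with GRMZM identifiers, 108 have a name in the reference gene table. The target lists were predicted from sequence and carry no read counts.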

### Prediction of novel miRNAs

In plants, miRNAs are excised from the stem of their single-stranded precursors' stem-loop structures [25]. Based on this fundamental defining miRNA characteristic, we predicted novel miRNAs using the following criteria. First, flanking sequences of the unannotated small RNAs were analyzed with the Einverted program of the Emboss software package, and secondary structures were predicted using RNAfold [26]–[28]. Second, MirCheck analysis was applied to filter out sequences mapping to the loop region. Sequences passing MirCheck were further inspected manually [27]. Third, we removed putative miRNAs with minimal folding free energy indexes ≤ 0.85, based on previous studies [29]. Finally, to minimize noise, only small RNAs with more than five reads in at least one library were selected. 

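The predicted miRNAs of Table S2 were mostly of 21, 22 and 24 nt. There were 28 of 21 nt, 24 of 22 nt and 29 of 24 nt, with 1 of 20 nt and 0 of 23 nt. Their counts in Table S2 equal those of the deposited table for all 82. They were far less abundant than the known miRNAs, with 925 reads in MP, 3570 in GP, 2440 in MS and 2675 in PS, and a median of 49.5 reads over the 4 libraries together. The most abundant, the 22-nt sequence CGGATGGGTGCTGCGCGGTGGT, stood at 193 TPM in MS and 280 TPM in PS. More than 5 reads in at least 1 library were found for 81 of them. The deposited table holds a further 27 predicted miRNAs that Table S2 does not list. Over all predicted miRNAs of the deposited table the number with more than 5 reads in a library was also 81, so the further ones fell short of that filter.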

A total of 82 novel miRNA sequences classifiable into 61 families were identified (Table S2). The star sequences of some miRNAs were also identified. The lengths of these newly identified miRNAs ranged from 20 to 24 nt. Their negative folding free energies varied from −19.9 to −171.2 kcal mol^−1^, with an average of −65 kcal mol^−1^, similar to values uncovered in other recent studies on maize [17], [30]. 

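More of the 24-nt predicted miRNAs were detected in silks than in pollen, and more of the 21-nt ones in pollen than in silks. Of the 29 predicted miRNAs of 24 nt, 6 were detected in MP and 8 in GP, but 29 in MS and 27 in PS. Of the 28 predicted miRNAs of 21 nt, 25 were detected in MP, 27 in GP, 20 in MS and 13 in PS. Of the 24 of 22 nt, 19 were detected in MP, 22 in GP, 19 in MS and 12 in PS. Both pollen libraries had 0 reads for 23 predicted miRNAs, and 20 of these were of 24 nt and 3 of the 53 shorter ones. Both silk libraries had 0 reads for 12, and 21 were detected in all 4 libraries. The 24-nt sequence ACCCGTGCTGCAAGCTTTATGGTT had 7 reads in MP, 7 in GP, 245 in MS and 129 in PS. The other direction occurred too, as 4 of the 24-nt predicted miRNAs were higher in both pollen libraries than in both silk libraries, such as AATATTTGATCTGTTAGATGGTCT with 7 reads in MP, 104 in GP, 5 in MS and 5 in PS. The 21-nt sequence TTCAACCCATGTGTATTGAGA had 28 reads in MP, 168 in GP and 0 in both silk libraries. At such counts, a count of 0 shows only that a sequence was not detectable at this depth.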

Unlike conserved miRNAs, novel miRNAs were nearly equally distributed across the four libraries, with 51 in MP, 58 in GP, 69 in MS, and 52 in PS. 

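Among the predicted miRNAs in the deposited table, 29 have predicted target sites, on 80 transcripts of 61 genes. A single predicted miRNA has at most 8 target genes, fewer than the longest list of a known miRNA. Table S4 lists 55 identifiers of target genes. Of the 55 target genes with GRMZM identifiers, 26 have a name in the reference gene table.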

Target genes of these novel miRNAs were predicted using the same approach employed for the conserved miRNAs; 44 possible targets were identified (Table S4).

For some novel miRNAs, both sequences from 3p and 5p arms were identified (Table S2). 

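Reads of both arms were found for 16 hairpins among the predicted miRNAs of Table S2. Over the 4 libraries together, the larger arm had 1.06 to 16.7 times the reads of the smaller arm, with a median ratio of 3.02. The arms were within 2-fold of each other in 4 of the 16 hairpins and within 5-fold in 12. The 5p arm had more reads in 6 hairpins. The largest ratio among them, 16.7, was that of the hairpin of AGAGGGGATTGGAGGGGCTAA, with 217 reads for the 5p arm and 13 for the 3p arm. Over all 36 hairpins with 2 arms in the deposited table, which includes arms left out of Table S2, 13 were within 5-fold, 12 were over 10-fold and the median ratio was 6.84.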

Most read counts were similar between the two arms, indicating accumulation of both miRNAs and miRNA*s. Similar observations have been made in many other tissues of maize [14], [17]. It is currently believed that some miRNA*s may be able to accumulate in large quantities and exert the same functions as miRNAs—regulating their target genes—in both plants and animals [31]–[34]. Because such miRNA*s have been referred to as *de facto* miRNAs [14], we considered all the newly identified 3p- and 5p-sequences in our dataset to be novel miRNAs.

### Identification of miRNAs differentially expressed between mature and germinated pollen

Identification and characterization of miRNAs differentially expressed between MP and GP may facilitate our understanding of post-transcriptional regulation during pollen germination and tube growth. For this purpose, we compared normalized expression levels of miRNAs from MP and GP, selecting miRNAs with fold-changes greater than 1.5 (log_2_ ratio) and *P*-values less than 0.01 (Chi^2^ test). 

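In germinated pollen most of the known miRNAs past the limits were lower than in mature pollen, and most of the predicted miRNAs past them were higher. At p under 0.01 in Fisher's exact test and a log2 ratio over 1.5 in size, 33 of the 117 known miRNAs with reads in MP or GP differed, 4 higher and 29 lower in GP. They belonged to 9 families, 2 with higher and 7 with lower members. All 33 also had a Benjamini-Hochberg adjusted p under 0.01. As distinct mature sequences, 2 were higher and 7 lower, and of the 7 lower 6 had an adjusted p under 0.01, while that of miR164a/b/c/d/g was 0.0146. Among predicted miRNAs, 13 were higher and 4 lower, and 16 of these 17 had an adjusted p under 0.01.
Families were grouped in lists set before the data were examined, but after values in the paper's tables had been seen. The lists are thus not independent of these libraries. The auxin-related miRNAs (miR160, miR167, miR390, miR393) went both ways. Their 4 sequences with at least 10 reads had a median log2 ratio of 1.19, at percentile 88.1 of 10000 random lists matched on mean expression, with 1 higher and 1 lower. The minimum of 10 reads leaves out miR160a/b/c/d/e/g and miR167e/f/g/h/i/j, which were both lower, and without it, with 1 read added to each count, the median was -2.12. Of the machinery pair, miR162, which targets DCL1, was lower and miR168 did not pass (median -2.01, percentile 17.5). The MYB family miR159 had a median of 1.06 over 2 sequences (percentile 97.5), 1 of them higher. The leaf and meristem families (miR164, miR166, miR171, miR319, miR396) had a median of -0.69 over 7 sequences (percentile 35.2), 1 of them lower, and the flowering families (miR156, miR172, miR529) one of -1.35 over 3 sequences (percentile 14.9), none of which passed. The first of these medians turned positive under the median ratio, at 0.44, and both did under TMM, at 0.72 and 0.063. The phosphate, copper and NF-YA lists had 1 measured sequence each, with log2 ratios of 1.46, 1.37 and 0.20, none past the limits, and the first is a bound. Without the minimum of 10 reads and with 1 read added, these medians turned negative, at -0.54, -2.54 and -0.75. No sequence of the sulfate list (miR395) or of the phased siRNA triggers (miR2118, miR2275) reached 10 reads in either pollen library.
The split between higher and lower depended on the scaling. The median log2 ratio of the 33 sequences found in both libraries was -1.12, and that of the 20 among them with at least 10 reads was 0.16. Against clean reads, scaling by TMM shifted every log2 ratio by 1.41, the median ratio by 1.12, the total of known reads by 0.39 and genome-matched reads by -0.08. The factors of TMM and the median ratio came from the distinct known sequences alone and were applied to predicted miRNAs too. The median ratio sets the median of the 33 to 0, so it leans on sequences with few reads. The 20 with at least 10 reads then had a median of 1.29, and of 1.57 under TMM. Under TMM 21 known miRNAs were higher and 2 lower, and under the median ratio 11 were higher and 5 lower. For predicted miRNAs these numbers were 29 and 2 under TMM, and 26 and 2 under the median ratio.

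**Figure D2:**
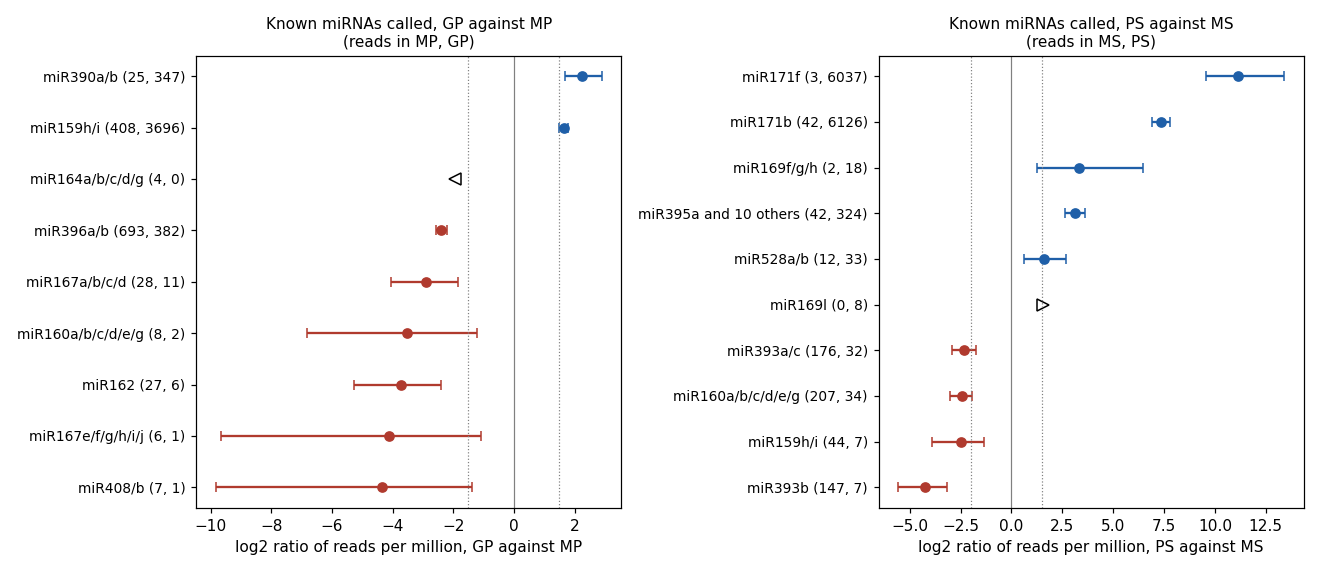
Log2 ratios of the distinct known sequences past the limits, GP against MP in one panel and PS against MS in the other, with read counts of both libraries in the labels. Blue points are higher and red points lower, bars are exact 95% counting intervals, open triangles are bounds computed with the floor of 3 reads, and dotted lines are the limits on the log2 ratio. In pollen 2 sequences are higher and 7 lower with clean reads as the scale.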

As shown in Table 2, 40 conserved and 16 novel miRNAs were found to be differentially expressed between MP and GP.

**Table 2:** miRNAs differentially-expressed between mature and germinated pollen.

miRNA name	Sequence (5′ —3′)	Length	Fold-change	*P*-value
zma-miR159h	UUUGGAGUGAAGGGAGCUCUG	21	1.640	0
zma-miR159i	UUUGGAGUGAAGGGAGCUCUG	21	1.640	0
zma-miR390a	AAGCUCAGGAGGGAUAGCGCC	21	2.256	0
zma-miR390b	AAGCUCAGGAGGGAUAGCGCC	21	2.256	0
zma-miR399b	UGCCAAAGGAGAGCUGUCCUG	21	7.826	0.005147
novel-2-5p	CAAAGAGAAUUGAGGGGGCUA	21	3.389	0
novel-6-3p	AUAUUAAUUAAGUAAUCAUUGA	22	9.765	0
novel-7-3p	AAAUCCUUUGGGAAAAUGAGG	21	3.904	0.000001
novel-14a-5p	AGAGGGGAUUGGAGGGGCUA	20	1.756	0.000101
novel-23-5p	CGGUGUAACACCCUGAAUUUGA	22	8.856	0.000064
novel-27-3p	UCCACUACGUCGGCAAGGGUG	21	2.076	0.003957
novel-29-3p	AUCACCUUCGGUUUUGUGGCU	21	2.548	0
novel-35-5p	CACCAAGUUGGUAAGGUGUUGG	22	2.294	0.001072
novel-41-5p	UUUGGAUUGAAUUGGUUGGUG	21	1.836	0.000465
novel-46-3p	AAUAUUUGAUCUGUUAGAUGGUCU	24	2.354	0.000008
novel-57-5p	AAACACAUAUGUGAUGUAGCGG	22	1.718	0.000005
novel-59-3p	CAAUUUAGGGACUAAAACGAA	21	2.037	0
zma-miR156k	UGACAGAAGAGAGCGAGCAC	20	−1.539	0.008325
zma-miR160a	UGCCUGGCUCCCUGUAUGCCA	21	−3.539	0.000047
zma-miR160b	UGCCUGGCUCCCUGUAUGCCA	21	−3.539	0.000047
zma-miR160c	UGCCUGGCUCCCUGUAUGCCA	21	−3.539	0.000047
zma-miR160d	UGCCUGGCUCCCUGUAUGCCA	21	−3.539	0.000047
zma-miR160e	UGCCUGGCUCCCUGUAUGCCA	21	−3.539	0.000047
zma-miR160g	UGCCUGGCUCCCUGUAUGCCA	21	−3.539	0.000047
zma-miR162	UCGAUAAACCUCUGCAUCCA	20	−3.709	0
zma-miR164a	UGGAGAAGCAGGGCACGUGCA	21	−6.780	0.000461
zma-miR164b	UGGAGAAGCAGGGCACGUGCA	21	−6.780	0.000461
zma-miR164c	UGGAGAAGCAGGGCACGUGCA	21	−6.780	0.000461
zma-miR164d	UGGAGAAGCAGGGCACGUGCA	21	−6.780	0.000461
zma-miR164g	UGGAGAAGCAGGGCACGUGCA	21	−6.780	0.000461
zma-miR166f	UCGGACCAGGCUUCAUUCCC	20	−1.823	0
zma-miR166g	UCGGACCAGGCUUCAUUCCC	20	−1.815	0
zma-miR166h	UCGGACCAGGCUUCAUUCCC	20	−1.823	0
zma-miR166m	UCGGACCAGGCUUCAUUCCUC	21	−1.954	0.00468
zma-miR167a	UGAAGCUGCCAGCAUGAUCUA	21	−2.887	0
zma-miR167b	UGAAGCUGCCAGCAUGAUCUA	21	−3.124	0
zma-miR167c	UGAAGCUGCCAGCAUGAUCUA	21	−2.887	0
zma-miR167d	UGAAGCUGCCAGCAUGAUCUA	21	−2.887	0
zma-miR167e	UGAAGCUGCCAGCAUGAUCUG	21	−3.346	0.000211
zma-miR167f	UGAAGCUGCCAGCAUGAUCUG	21	−3.346	0.000211
zma-miR167g	UGAAGCUGCCAGCAUGAUCUG	21	−4.124	0.000173
zma-miR167h	UGAAGCUGCCAGCAUGAUCUG	21	−4.124	0.000173
zma-miR167i	UGAAGCUGCCAGCAUGAUCUG	21	−4.124	0.000173
zma-miR167j	UGAAGCUGCCAGCAUGAUCUG	21	−3.346	0.000211
zma-miR169a	CAGCCAAGGAUGACUUGCCGA	21	−2.861	0.004008
zma-miR169b	CAGCCAAGGAUGACUUGCCGA	21	−2.861	0.004008
zma-miR396a	UUCCACAGCUUUCUUGAACUG	21	−2.398	0
zma-miR396b	UUCCACAGCUUUCUUGAACUG	21	−2.398	0
zma-miR408	CUGCACUGCCUCUUCCCUGGC	21	−4.346	0.000036
zma-miR408b	CUGCACUGCCUCUUCCCUGGC	21	−4.346	0.000036
zma-miR827	UUAGAUGACCAUCAGCAAACA	21	−5.780	0.013271
zma-miR2118d	UUCCUGAUGCCUCCCAUGCCUA	22	−3.539	0.004014
novel-21-5p	GUCUGCAAGCUUGUUAAGGGGC	22	−4.575	0
novel-26-3p	UCCCCUUCAAUUCCCUCUGGU	21	−4.709	0.000002
novel-38b-3p	AAUCCUCCUCUGGAUUGGUGU	21	−2.539	0.000002
novel-56-5p	UGAAUGGUGGAGCUUGGAGCC	21	−2.460	0

Five conserved and 12 novel miRNAs, including zma-miR159h/i, zma-miR390a/b and novel-a-5p, were up-regulated in GP compared with MP (Table 2). 

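The 4 known miRNAs higher in GP have 2 mature sequences. miR159h/i, of a family that targets MYB genes, had 408 reads in MP and 3696 in GP, a 3.12-fold higher level in GP (exact 95% interval 2.81 to 3.46; log2 ratio 1.64; Fisher's exact test, p = 4.44e-141). miR390a/b, which directs the tasiRNAs that silence auxin response factors, had 25 and 347 reads, 4.78-fold higher (3.18 to 7.48; log2 ratio 2.26; Fisher's exact test, p = 6.3e-21). Both stayed higher under each scaling. Among predicted miRNAs with reads in both libraries, AAATCCTTTGGGAAAATGAGG had the largest log2 ratio past the limits, 3.90 (2.01 to 6.97), from 2 reads in MP and 87 in GP. Among these, CAAAGAGAATTGAGGGGGCTA followed with 3.39 (2.44 to 4.53), from 9 and 274 reads. ATATTAATTAAGTAATCATTGA had 0 reads in MP and 92 in GP, and its log2 ratio was 3.40 against the floor of 3 reads.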

Previous studies have shown that spatial and temporal regulation of miR159a/b/c by APC/C is required for mitotic progression in male gametophytes in Arabidopsis [35]. On the other hand, a *mir159ab* double mutant did not exhibit defects in pollen germination [36]. These results suggest that miR159a/b/c participates in pollen development, but not in pollen germination and tube growth. In our study, different members of the miRNA159 family displayed diverse expression patterns. miR159a/b/c expression levels varied moderately between MP and GP, whereas miR159h/i exhibited significant changes, indicating the probable involvement of miR159h/i in pollen germination and tube growth. These results suggest that individual members of the same miRNA family may execute their respective functions through different expression patterns. 

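Members of the miR159 family differed in level and in change. The sequence of miR159a/b/f/j/k had a log2 ratio of GP to MP of 0.47 (exact 95% interval 0.40 to 0.54), below the limit of 1.5. It exceeded that limit under TMM, at 1.88, and under the median ratio, at 1.60. miR159c/d had 0 reads in both pollen libraries. The log2 ratio of miR159h/i was higher than that of miR159a/b/f/j/k under each scaling, since a scaling shifts both alike. In mature pollen miR159h/i stood at 112 TPM and in GP at 350 TPM. From the different change of these members, the paper proposes that miR159h/i is involved in pollen germination and tube growth.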

Another miRNA up-regulated in GP, miR390a/b, has been shown to respond to the concentration of auxin, a stimulator of pollen tube growth, and to mediate its signal transduction [37], [38]. In addition, novel-a-5p was predicted to target SNARE-associated Golgi proteins involved in vesicle trafficking during pollen tube elongation [39], [40]. It is thus possible that zma-miR390a/b and novel-a-5p participate in regulation of maize pollen tube elongation.

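The predicted miRNA with the sequence AGAGGGGATTGGAGGGGCTA had 11 reads in MP, 108 in GP, 2 in MS and 0 in PS. Its log2 ratio of GP to MP was 1.76 (exact 95% interval 0.86 to 2.80; Fisher's exact test, p = 1.2e-05). The deposited table places its predicted site at positions 1249 to 1268 of transcript GRMZM2G004784_T01. Another predicted miRNA, AGAGGGGATTGGAGGGGCTAA, shares this sequence, so reads of the pair can be the same. This other miRNA had 23 reads in MP, 124 in GP, 29 in MS and 41 in PS. Its log2 ratio of GP to MP was 0.89 (0.24 to 1.60) and did not pass.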

Thirty-five conserved and four novel miRNAs were down-regulated in GP, of which 11 conserved and three novel miRNA sequences were detected with read counts greater than 10 in at least one library (Table 2; Tables S1 and S2). Several of these down-regulated members may be involved in pollen tube growth. For instance, miR167 controls the expression of *ARF6* and *ARF8*, which are essential for pollen tube elongation [41]. 

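The 29 known miRNAs lower in GP came from 7 families: miR160, miR162, miR164, miR166, miR167, miR396 and miR408. Of these 29, 10 had more than 10 reads in MP or GP. miR162, which targets the miRNA-processing gene DCL1, had 27 reads in MP and 6 in GP, a log2 ratio of -3.71 (exact 95% interval -5.28 to -2.40; Fisher's exact test, p = 2.14e-11). It remained past the limits under TMM, at -2.30. miR160, miR408 and miR164 rested on fewer reads. miR160a/b/c/d/e/g had 8 and 2 reads (log2 ratio -3.54, interval -6.81 to -1.21), and miR408/b, a copper-responsive miRNA, had 7 and 1 (log2 ratio -4.35, interval -9.84 to -1.39). miR164a/b/c/d/g had 4 reads in MP and 0 in GP, 3.87-fold lower in GP against the floor of 3 reads. Under TMM, the log2 ratios of miR160a/b/c/d/e/g, -2.13 (-5.40 to 0.19), and miR408/b, -2.94 (-8.43 to 0.023), stayed past 1.5 in size, but with so few reads Fisher's exact test gave p = 0.0559 and p = 0.0319. miR164a/b/c/d/g fell short of both limits, with a bound of -0.55. Among predicted miRNAs, GTCTGCAAGCTTGTTAAGGGGC had 41 and 5 reads (log2 ratio -4.57, interval -6.27 to -3.24) and TGAATGGTGGAGCTTGGAGCC had 212 and 112 (log2 ratio -2.46, interval -2.80 to -2.12), and the second did not pass under TMM or the median ratio.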

Over-expression of *MIR167b* in Arabidopsis leads to defective pollen germination [42]. We suggest that the observed down-regulation of miR167 in GP ensures normal *ARF6* and *ARF8* expression and promotes pollen germination and tube growth. 

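miR167 was lower in GP as both of its mature sequences. miR167a/b/c/d had 28 reads in MP and 11 in GP, with a log2 ratio of -2.89 (exact 95% interval -4.04 to -1.84; Fisher's exact test, p = 2.01e-09). miR167e/f/g/h/i/j, taken with the counts of miR167g/h/i, had 6 reads in MP and 1 in GP, with a log2 ratio of -4.12 (-9.65 to -1.08). The counts of miR167e/f/j, of the same sequence, were 7 and 2, with a log2 ratio of -3.35. The sequences of miR167a/b/c/d and miR167e/f/g/h/i/j overlap, so their reads can be the same. The direction held under each scaling, with log2 ratios of -1.48 and -2.72 under TMM, where of the single members miR167b alone passed the limits. The paper proposes that lower miR167 in GP keeps ARF6 and ARF8 expressed and so promotes germination and tube growth.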

Another miRNA down-regulated in GP, miR166, influences establishment of adaxial/abaxial leaf polarity in maize, and regulates shoot apical meristem and floral development in Arabidopsis [43]–[45]. Finally, miR396 mediates leaf development in Arabidopsis by controlling *GROWTH-REGULATING FACTOR* [46]. In maize, however, the obvious down-regulation of miR166f/g/h and miR396a/b in GP compared with MP implies that their targets are probably involved in pollen tube growth.

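miR396a/b, a regulator of growth-regulating factor genes, had 693 reads in MP and 382 in GP, with a log2 ratio of -2.40 (exact 95% interval -2.58 to -2.22; Fisher's exact test, p = 1.36e-157). It fell short of the limit under TMM, at -0.99, and under the median ratio, at -1.27. Other members of the family did not pass: miR396c/d had a log2 ratio of 0.26 (-0.05 to 0.58) and miR396e/f one of -0.69, which turned positive under TMM, at 0.72, and under the median ratio, at 0.44. miR166f/h, of a family that targets HD-ZIP III genes of leaf polarity, had 218 reads in MP and 179 in GP, with a log2 ratio of -1.82 (-2.12 to -1.53). Under the total of known reads it was -1.44, under the median ratio -0.70 and under TMM -0.41 (-0.71 to -0.12), each short of the limit. miR166a, at -1.45, and the sequence shared by miR166b/c/d/e/f/g/h/i, at -1.46 when counted once, did not pass. miR166l and miR166m have 1 mature sequence but separate counts in the deposited table, with log2 ratios of 0.13 and -1.95.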

### Characterization of miRNAs differentially expressed pre- and post-pollination in silks

Although pollinated silks were harvested after shaking off unadhered pollen grains, PS was still a mixture of pollinated silks, germinated pollen, and a few pollen grains. 

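Pollen-type miRNAs were measured in the silk libraries to gauge pollen RNA there. The rule for them was set before the data were examined, but after values in the paper's tables had been seen. By this rule 22 miRNAs counted as pollen-type: miR159h/i and 21 predicted miRNAs. They had at least 5 TPM in a pollen library and at least 5 times their TPM in MS. MS was thus used to choose them and PS was not. Their reads summed to 1006 in MP, 6073 in GP, 127 in MS and 36 in PS, which is 276, 574, 22.0 and 6.92 TPM. In MS their level was 7.95% of that in MP (exact 95% interval 6.56% to 9.58%) and 3.83% of that in GP (3.19% to 4.57%). In PS it was 2.50% of that in MP (1.74% to 3.49%) and 1.20% of that in GP (0.843% to 1.67%). Summed, the pollen-type miRNAs were thus lower in PS than in MS, and 15 of them had 0 reads in PS against 3 in MS. But 2 of the 22 had a higher TPM in PS: ATCACGGGAGGATTGGAGAGG, with 10 reads in MS and 15 in PS, at 1.73 and 2.88 TPM, and AATATTTGATCTGTTAGATGGTCT, at 0.866 and 0.961 TPM. The 14 silk-type sequences, chosen by their level in the silks and in GP, summed to 3483 TPM in MP, 3082 TPM in GP, 30195 TPM in MS and 31980 TPM in PS. The MP sum came mostly from miR168a/b, at 2732 TPM, and miR159a/b/f/j/k, at 568 TPM. These sequences are abundant in both pollen libraries, so the sum does not gauge silk RNA in pollen. The overlapping miR166a and miR166b/c/d/e/f/g/h/i both entered the sums.

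**Figure D3:**
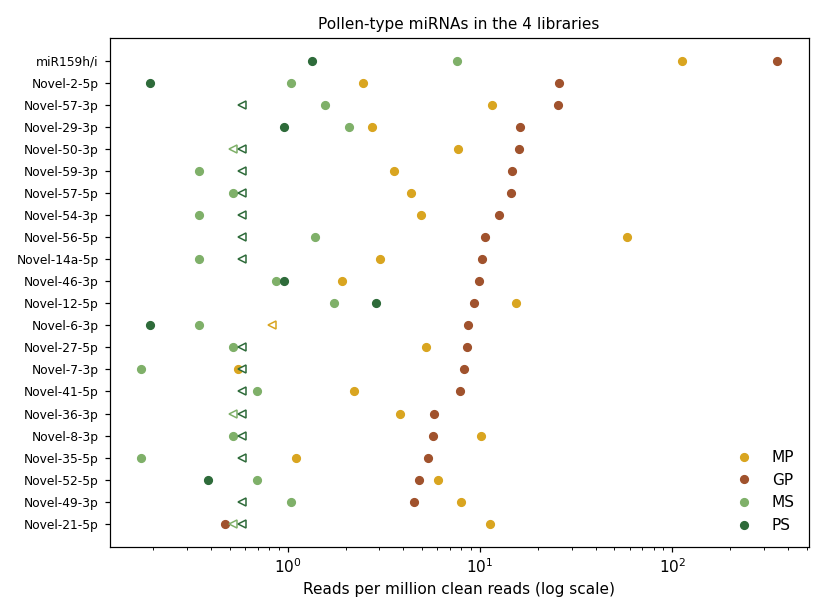
Levels of the 22 pollen-type miRNAs in the MP, GP, MS and PS libraries, in TPM on a log axis, with 1 library per tissue and the names of Table S2. Open triangles mark 0 reads, drawn at the floor of 3 reads. In PS 15 of the 22 stand at 0 reads.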

In spite of their low percentages in PS, residual pollen grains and tubes could interfere with identification of miRNAs differentially expressed between MS and PS before and after pollination. More specifically, miRNAs accumulating at high levels in MP and/or GP might be considered to be up-regulated in PS compared with MS even though their expression levels were unchanged between mature and pollinated silks. In addition, miRNAs varying moderately in silks pre-and post-pollination might be identified as significantly down-regulated in PS because of their lower levels in PS compared with those in MS. To avoid these errors, we used the following criteria to select miRNAs differentially expressed between MS and PS. First, miRNAs displaying expression level increases more than 1.5-fold (log_2_ ratio) higher in PS than in MS, and with more than 10-fold higher read counts in PS or MS than in GP or MP were considered to be up-regulated in PS. Second, miRNAs with more than 2-fold (log_2_ ratio) decreased expression in PS compared with MS were considered to be down-regulated in PS. 

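Pollinated silks had higher miR171b, miR171f and miR395 than mature silks and lower miR160, miR393 and miR159h/i. In all, 30 of the 154 known miRNAs with reads in MS or PS passed the criteria at p under 0.01 in Fisher's exact test, 19 higher and 11 lower in PS. As distinct mature sequences, 6 were higher and 4 lower. All 30 had a Benjamini-Hochberg adjusted p under 0.01. Among predicted miRNAs, 5 were higher and 0 lower, and 2 of the 5 had an adjusted p under 0.01. These 5 had 0 reads in both pollen libraries. AGCACCGTTGGATATGGAGGGTGT had 4 reads in MS and 34 in PS (log2 ratio 3.24, exact 95% interval 1.75 to 5.19), and TAGCCAAGCATGATTTGCCCGT had 29 and 81 (1.63, interval 1.00 to 2.30).
In the family lists described for pollen, the 7 auxin-related sequences had a median log2 ratio of -1.97, with 3 lower and 0 higher. That median was at percentile 0.12 of 10000 random lists matched on mean expression. The auxin list was set when the paper's table of miR160 and miR393 in PS had been seen. Its miR160, miR167 and miR393 sequences overlap within each family, so it is not independent evidence of direction. The sulfate list had 1 measured sequence, miR395, at 3.10, and it was higher. The copper list had a median of 0.81 over 3 sequences (percentile 63.5), with miR528 higher, and the NF-YA list one of 1.02 over 5 (percentile 84.4), 1 of them higher. The leaf and meristem families had a median of 0.36 over 17 sequences (percentile 68.7), 2 of them higher. The MYB family had one of -1.15 over 2 (percentile 10.1), 1 of them lower. None of the machinery, phosphate and flowering sequences passed, with medians of 0.25 (percentile 56.4), 0.38 (percentile 58.0) and -0.34 (percentile 11.0), and no phased siRNA trigger reached 10 reads. The machinery median turned to -0.052 under the median ratio and the phosphate median to -0.22 without the minimum of 10 reads and with 1 read added. The median log2 ratio of the 53 sequences found in both silk libraries was 0.31. Against clean reads, TMM shifted the ratios by -0.25, the median ratio by -0.31, the total of known reads by -0.16 and genome-matched reads by -0.02. miR169l and miR528a/b lost their call under the first 3 of these. Of the predicted miRNAs, 2 passed under TMM and 2 under the median ratio.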

On this basis, 30 conserved and eight novel miRNAs were identified as differentially expressed in silks pre- and post-pollination (Table 3).

**Table 3:** miRNAs differentially-expressed before and after pollination in silks.

miRNA name	Sequence (5′ —3′)	Length	Fold-change	*P*-value
zma-miR169f	UAGCCAAGGAUGACUUGCCUA	21	3.320	0.00015
zma-miR169g	UAGCCAAGGAUGACUUGCCUA	21	3.320	0.00015
zma-miR169h	UAGCCAAGGAUGACUUGCCUA	21	3.320	0.00015
zma-miR169l	UAGCCAGGGAUGAUUUGCCUG	21	7.264	0.003042
zma-miR171b	UUGAGCCGUGCCAAUAUCAC	20	7.338	0
zma-miR171f	UUGAGCCGUGCCAAUAUCACA	21	11.125	0
zma-miR395a	GUGAAGUGUUUGGGGGAACUC	21	3.089	0
zma-miR395b	GUGAAGUGUUUGGGGGAACUC	21	3.097	0
zma-miR395d	GUGAAGUGUUUGGGGGAACUC	21	3.093	0
zma-miR395e	GUGAAGUGUUUGGGGGAACUC	21	3.089	0
zma-miR395f	GUGAAGUGUUUGGGGGAACUC	21	3.093	0
zma-miR395g	GUGAAGUGUUUGGGGGAACUC	21	3.093	0
zma-miR395h	GUGAAGUGUUUGGGGGAACUC	21	3.089	0
zma-miR395i	GUGAAGUGUUUGGGGGAACUC	21	3.093	0
zma-miR395j	GUGAAGUGUUUGGGGGAACUC	21	3.089	0
zma-miR395n	GUGAAGUGUUUGGGGGAACUC	21	3.093	0
zma-miR395p	GUGAAGUGUUUGGGGGAACUC	21	3.089	0
zma-miR528a	UGGAAGGGGCAUGCAGAGGAG	21	1.609	0.000567
zma-miR528b	UGGAAGGGGCAUGCAGAGGAG	21	1.609	0.000567
novel-9-5p	AAACCAUCUGAUCCGUUAGAUCGU	24	1.887	0.002821
novel-13-3p	AAAACCCCCUGACGCAGCACCGUU	24	3.057	0.000812
novel-15-3p	AGCACCGUUGGAUAUGGAGGGUGU	24	3.237	0
novel-20-5p	GUUCGUUUUGGAGUGGAUUGAGGG	24	1.915	0.005434
novel-33-5p	UAGCCAAGCAUGAUUUGCCCGU	22	1.632	0
zma-miR159h	UUUGGAGUGAAGGGAGCUCUG	21	−2.502	0.000001
zma-miR159i	UUUGGAGUGAAGGGAGCUCUG	21	−2.502	0.000001
zma-miR160a	UGCCUGGCUCCCUGUAUGCCA	21	−2.456	0
zma-miR160b	UGCCUGGCUCCCUGUAUGCCA	21	−2.456	0
zma-miR160c	UGCCUGGCUCCCUGUAUGCCA	21	−2.456	0
zma-miR160d	UGCCUGGCUCCCUGUAUGCCA	21	−2.456	0
zma-miR160e	UGCCUGGCUCCCUGUAUGCCA	21	−2.456	0
zma-miR160g	UGCCUGGCUCCCUGUAUGCCA	21	−2.456	0
zma-miR393a	UCCAAAGGGAUCGCAUUGAUCU	22	−2.309	0
zma-miR393b	UCCAAAGGGAUCGCAUUGAUCC	22	−4.242	0
zma-miR393c	UCCAAAGGGAUCGCAUUGAUCU	22	−2.309	0
novel-19-5p	GUUUGGAGGAGAUUGAGGGGC	21	−7.436	0.002543
novel-56-5p	UGAAUGGUGGAGCUUGGAGCC	21	−7.114	0.006944
novel-57-3p	CCUAGAUGACAUGUGUGUUUUU	22	−7.284	0.004193

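By family, 4 had members higher in PS and 3 had members lower. miR171b had 42 reads in MS and 6126 in PS, 162-fold higher (exact 95% interval 120 to 225; log2 ratio 7.34), and 0 reads in MP and 2 in GP. miR171f had 3 and 6037 reads (log2 ratio 11.12, interval 9.58 to 13.40). The sequence of miR171b lies within that of miR171f, so their reads can be the same. miR171d/e/i/j, the most abundant of the family in MS, had 3766 and 9502 reads, a log2 ratio of 1.49 (1.43 to 1.54), short of the limit. miR395, at 42 and 324 reads, was higher in PS (interval of its log2 ratio 2.63 to 3.60; Fisher's exact test, p = 8.65e-62). miR169f/g/h had 2 and 18 reads (3.32, interval 1.26 to 6.47) and lost its call where the silk count had to exceed 10 times that of both pollen libraries. miR169l had 0 and 8, 2.96-fold higher against the floor of 3 reads, and miR528a/b had 12 and 33 (1.61, interval 0.62 to 2.70). Of the lower families, miR159h/i had 44 reads in MS and 7 in PS (-2.50, interval -3.90 to -1.34), and miR159h/i was 1 of the pollen-type miRNAs. The miR160 and miR393 members lower in PS were miR160a/b/c/d/e/g and miR393a/b/c. Other silk miRNAs moved without passing: miR827 had a log2 ratio of 1.21, miR172a/b/c/d one of 1.45 and miR164a/b/c/d/g one of -1.05.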

The 30 conserved differentially expressed miRNAs belonged to seven families (Table 3). Interestingly, all seven of these miRNA families have been found to respond to stress and/or defense processes [47]–[58]. Five of them—miR169, miR171, miR393, miR395, and miR528—are responsive to drought and/or salt stress [47]–[53]. For example, miR169 over-expression confers enhanced drought tolerance in tomato [54]. In addition, miR159, miR160, and miR171 are involved in resistance to pathogen invasion [55]–[58]. In wheat, miR159 takes part in cellular defense responses to rust fungus [55]. miR160 responds to fungal invasion in poplar, and is associated with resistance to soybean mosaic virus in soybean [56], [57]. Infection of turnip mosaic virus inhibits miR171-guided cleavage of mRNA targets, and induces developmental defects in Arabidopsis [58]. Recent studies have revealed overlaps between pollination and stress responses at both transcriptional and proteomic levels [7], [59], [60]. These findings suggest that the genetics regulating pollination processes are closely connected with those involved in stress responses [60].

Previous studies have found that pollen rehydration processes on dry stigmatc surfaces may cause water deficit stress and alter expression of genes responsive to drought stress [7], [59]. Moreover, pollen tube reception and fungal invasion have been shown to share conserved components, indicating similar molecular mechanisms in these two processes [61]. Consistent with these observations, all conserved miRNAs identified as differentially expressed pre- vs. post-pollination in this study were involved in drought and/or fungal invasion responses. 

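The paper's drought or salt families (miR169, miR171, miR393, miR395, miR528) had 15 distinct sequences with at least 10 reads in MS or PS, of which 5 were higher and 2 lower in PS. The median log2 ratio was 1.04, at percentile 99.4 of 10000 random lists matched on mean expression. The families were chosen by the study on these samples, and several of their sequences overlap, such as those of miR171b and miR171f, which are 2 of the 5 higher, so the percentile can count the same reads more than once and the list is not independent evidence of its direction. The paper's pathogen families (miR159, miR160, miR171) had 10 such sequences, 2 higher and 2 lower, with a median of 0.85 (percentile 91.2). In pollen the same lists had medians of 0.40 over 4 sequences (percentile 37.8) and 0.47 over 3 (percentile 92.1), with 0 and 1 past the limits. Without the minimum of 10 reads and with 1 read added, these became -0.080 and 0.046. From the known stress roles of these families, the paper proposes that the miRNAs changed after pollination play a role in pollen-silk interactions.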

We thus assume that these miRNAs play a role in pollen-silk interactions; however, dissecting the underlying molecular mechanisms requires further investigation.

### Analysis of miRNAs potentially involved in pollen-silk interactions

miRNAs associated with pollen-silk interactions could be derived from either pollen or silk. In this study, we identified miRNAs differentially expressed during *in vitro* pollen germination and tube growth, as well as from silks pre- and post-pollination. Most current information about pollen germination and tube growth has been obtained from *in vitro* studies [62]. Many common cellular and molecular events, as well as genes regulating pollen germination and tube growth, are shared between *in vivo* and *in vitro* processes [8], [62]. We therefore assumed that most of the differentially expressed miRNAs identified from *in vitro* germinated pollen also play a role in *in vivo* processes. It was thus likely that the two sets of differentially expressed miRNAs, including 72 conserved and 24 novel ones, contained miRNAs functioning in pollen-silk interactions (Tables 2 and 3). These differentially expressed miRNAs were subsequently considered as potential factors involved in pollen-silk interactions.

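Joined over both comparisons, 55 known miRNAs and 22 predicted miRNAs passed the criteria. Of the known miRNAs, 8 passed in both comparisons, and these were miR159h/i and miR160a/b/c/d/e/g. miR159h/i was higher in GP than in MP and lower in PS than in MS. miR160a/b/c/d/e/g was lower in GP than in MP and lower in PS than in MS. These directions held under each scaling. In pollen miR160a/b/c/d/e/g had 8 reads in MP and 2 in GP. Its call there was lost under TMM, the median ratio and a minimum of 10 reads. With 0 reads set to the floor of 3, none of the predicted miRNAs passed in both, a count of 0. With 0 reads as 0.01 TPM, a setting chosen for predicted miRNAs after seeing the data, TGAATGGTGGAGCTTGGAGCC was lower in both.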

We used stem-loop real-time RT-PCR to confirm expression patterns of the two sets of differentially expressed miRNAs uncovered via Solexa sequencing. According to our RT-PCR analysis, expression patterns of these differentially expressed miRNAs were all similar to those detected by sequencing (Figures 3, 4A and B). Expression levels of a few members—zma-miR156k, zma-miR166m, zma-miR167a/b/c/d, novel-23-5p, and novel-27-3p—were slightly different (Figure 3). This difference may be due to variations in MP and GP sampling times, or differences in sensitivity and specificity of the two technologies. In general, results obtained by stem-loop real-time RT-PCR were in accordance with the sequencing data. In addition, we further validated the expression level of zma-miR171b/f using northern blot analysis (Figure 4C). The result was consistent with those of stem-loop real-time RT-PCR and sequencing data.

**Figure 3:**
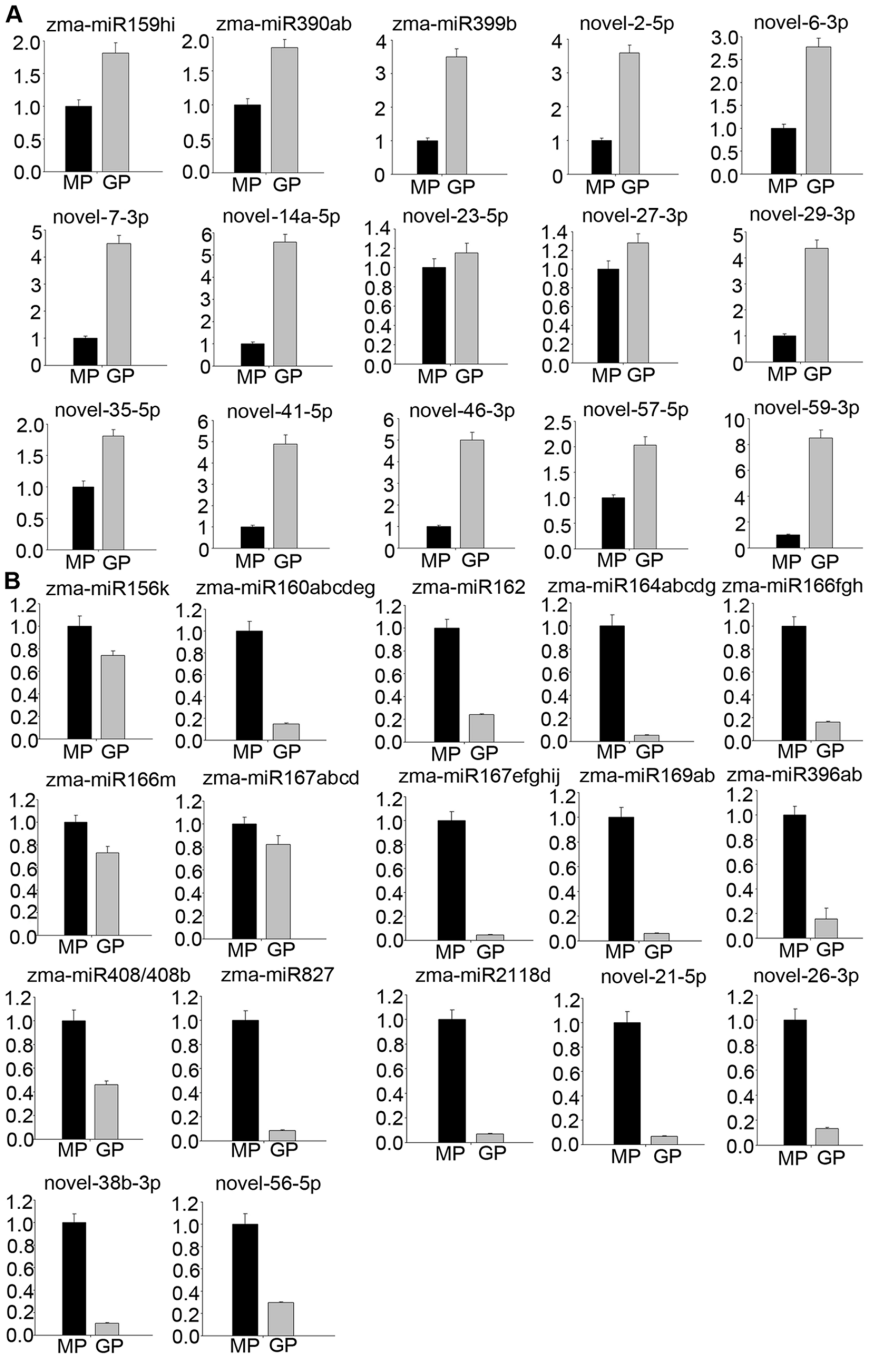
Validation of differentially expressed miRNAs between MP and GP using stem-loop real-time PCR. (A) miRNAs with expression levels up-regulated in GP compared with those of MP. (B) miRNAs down-regulated in GP compared with those of MP. Ordinates indicate relative expression levels.

**Figure 4:**
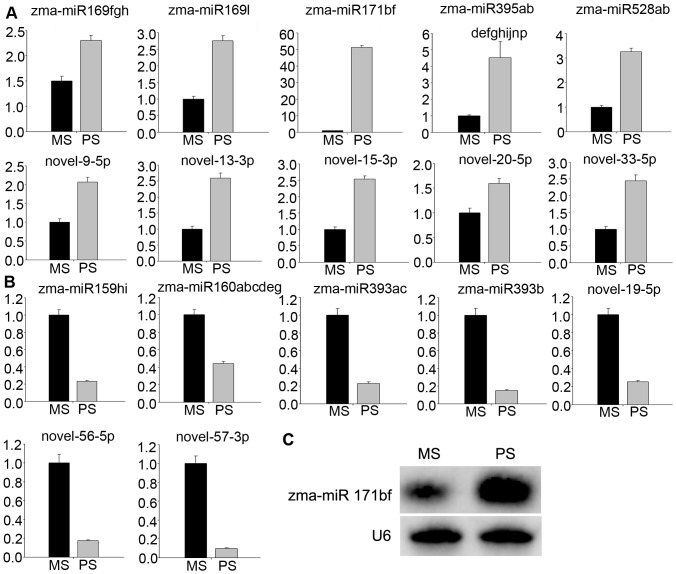
Confirmation of miRNAs differentially expressed between MS and PS using stem-loop real-time PCR. (A) miRNAs with expression levels up-regulated in PS compared with MS. (B) miRNAs down-regulated in PS compared with MS. (C) Northern blot analysis of the expression levels of zma-miR171b/f in MS and PS. Total RNA (20 µg) was loaded for each lane. U6 bands were used as a loading control. For (A) and (B), ordinates indicate relative expression levels.

We also analyzed expression of 22 predicted target genes of seven selected miRNAs through real-time RT-PCR. As shown in Figure 5, expressions of most of these putative target genes were negatively correlated with expression of their corresponding miRNAs, indicating that these genes might be repressed by miRNAs through transcriptional regulation. GRMZM2G081406, GRMZM2G153233, and GRMZM2G475882, however, were positively correlated with their miRNAs (Figure 5). It is possible that these three genes were regulated through translational repression by miRNAs.

**Figure 5:**
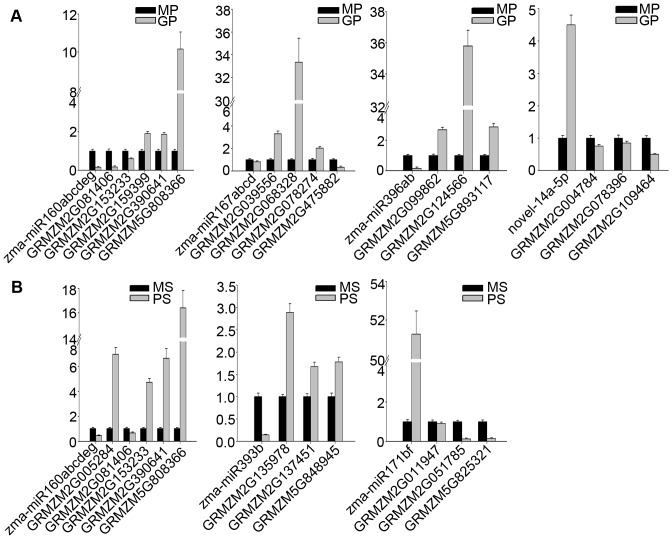
Expression patterns of selected predicted target genes of differentially expressed miRNAs. Expression patterns of putative targets of miRNAs differentially expressed (A) between MP and GP and (B) between MS and PS.

To investigate their functions and study their potential roles in pollen-silk interactions, we performed Gene Ontology (GO) analysis on predicted target genes of the differentially expressed miRNAs using singular enrichment analysis (SEA) [63]. Six GO terms were found to be enriched (Table 4). Within the GO biological process category, the terms “response to hormone stimulus”, “regulation of gene expression”, and “macromolecule biosynthetic process” were overrepresented (Table 4).

**Table 4:** Overrepresented GO terms of target genes of miRNAs involved in pollen-silk interactions.

GO term	Category^a^	Description	Number in input list^b^	Number in BG/Ref^c^	*P*-value^d^	FDR^e^
GO:0009719	P	Response to hormone stimulus	7	38	5e–12	4.5e–10
GO:0010468	P	Regulation of gene expression	17	2216	5.4e–05	0.0023
GO:0034645	P	Macromolecule biosynthetic process	21	3777	0.00063	0.0072
GO:0003677	F	DNA binding	35	3439	9.1e–11	2e–09
GO:0005634	C	Nucleus	28	2294	7.4e–11	2.5e–09
GO:0043227	C	Membrane-bounded organelle	28	2791	4.3e–09	4.8e–08

a GO categories: P, Biological Process; F, Molecular Function; C, Cellular Component.

b Query item number in target genes.

c Query item number in maize genome version 5a.

d Determined by Fisher's exact test.

e False discovery rate, determined by the Yekutieli procedure.

Notably, all seven genes enriched in the “response to hormone stimulus” category—GRMZM2G005284, GRMZM2G078274, GRMZM2G081406, GRMZM2G153233, GRMZM2G159399, GRMZM2G390641, and GRMZM2G475882—were auxin response factors (Table S3), indicating that this hormone might be involved in pollen-silk interactions. 

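Of the 7 genes, 5 have a predicted site of miR160a/b/c/d/e/g, TGCCTGGCTCCCTGTATGCCA, in the deposited table, and 2 have a site of miR167a/b/c/d, TGAAGCTGCCAGCATGATCTA. Positions are counted along the transcript as the authors' table gives them. The miR160 sites lie at 1407 to 1427 of GRMZM2G005284_T01, 1499 to 1519 of GRMZM2G081406_T01, 1652 to 1672 of GRMZM2G153233_T01, 1746 to 1766 of GRMZM2G159399_T01 and 1790 to 1810 of GRMZM2G390641_T01. The miR167 sites lie at 2531 to 2551 of GRMZM2G078274_T01 and 2581 to 2601 of GRMZM2G475882_T01. The reference gene table names GRMZM2G153233 ARF2, GRMZM2G159399 ARF17, GRMZM2G390641 ARF21, GRMZM2G078274 ARF3 and GRMZM2G475882 ARF30, in its own numbering of maize auxin response factors. In silks, miR167a/b/c/d had 574 reads in MS and 607 in PS, a log2 ratio of 0.23 (exact 95% interval 0.06 to 0.40), which turned negative under TMM and the median ratio. The paper proposes from these targets that auxin is involved in pollen-silk interactions.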

The functions of miR167-regulated *ARF6* and *ARF8* in pollen germination and tube growth have been discussed above. Real-time RT-PCR analysis revealed that the expression level of GRMZM2G078274, which encodes ARF6, was negatively correlated with that of zma-miR167a/b/c/d (Figure 5; Table S3). In addition, zma-miR160a/b/c/d/e/g and zma-miR393a/b/c were observed to be down-regulated in silks after pollination (Figure 4B; Table 3). 

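miR160a/b/c/d/e/g had 207 reads in MS and 34 in PS, with a log2 ratio of -2.46 (exact 95% interval -3.02 to -1.93; Fisher's exact test, p = 9.04e-28). miR160f, another member, had 13 and 3 reads and did not pass. miR393a/c, of a family that targets auxin receptor genes, had 176 and 32 reads, with a log2 ratio of -2.31 (-2.90 to -1.76). miR393b had 147 and 7 reads, with a log2 ratio of -4.24 (-5.58 to -3.16). The sequences of miR393a/c and miR393b overlap, so their reads can be the same. These directions held under each scaling. A further predicted site of miR160 lies at 1295 to 1315 of GRMZM5G808366_T01, named ARF5 in the reference gene table. The sites of miR393b, TCCAAAGGGATCGCATTGATCC, lie at 1720 to 1741 of GRMZM2G135978_T01, 1857 to 1878 of GRMZM2G137451_T01 and 2064 to 2085 of GRMZM5G848945_T02.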

Recent studies in model species have provided evidence that miR160 targets *ARF10*, *ARF16*, and *ARF17*, and that miR393b targets *TIR1/AFB2*, the gene encoding an auxin receptor [64], [65]. Our real-time RT-PCR results revealed that expression levels of GRMZM2G005284, GRMZM2G159399, GRMZM2G390641, and GRMZM5G808366, which encode ARF10, ARF16, ARF16, and ARF17, respectively, were elevated when zma-miR160a/b/c/d/e/g was down-regulated (Figure 5; Table S3). Additionally, three targets (GRMZM2G135978, GRMZM2G137451, and GRMZM5G848945) encoding auxin receptors exhibited opposite expression patterns to zma-miR393 (Figure 5; Table S3). Observed down-regulation of zma-miR160 and zma-miR393 therefore implies increased accumulation of *ARF10*, *ARF16*, *ARF17*, and *TIR1/AFB2* during pollen-silk interactions, indicating activation of auxin signal transduction. miR393 is suggested to function as an integrator of complex environmental cues through regulation of auxin receptors [66]. We propose that during pollination processes, zma-miR393 responds to signals released from pollen grains and tubes by activating auxin signal transduction, which enables silk cells to achieve suitable states for acceptance and guidance of elongating pollen tubes. Reduced fertility observed in the mutant *miR393b-1* supports the notion that zma-miR393 plays an important role in pollen-silk interactions [66].

Moreover, the terms “regulation of gene expression”, “DNA binding”, and “nucleus” were overrepresented in GO biological processes, molecular functions, and cellular components categories, respectively (Table 4). Taken together, these results indicate that miRNAs may mediate transcriptional regulation through their target genes during pollen-silk interactions.

In conclusion, we obtained 22,065,744 genome-matched small RNA sequences representing 9,859,314 unique sequences from maize pollen and silk samples. Among these sequences, 161 were identified as known miRNAs belonging to 27 families, and 82 were predicted as novel miRNAs. We characterized identified miRNAs differentially expressed between MP and GP, and between MS and PS. Expression patterns of these differentially expressed miRNAs, candidates for involvement in pollen-silk interactions, were confirmed by stem-loop real-time PCR. Regarding miRNAs differentially expressed between MP and GP, several members showed potential involvement in pollen germination or tube growth. In silks, miRNAs responding to pollination have been found in previous studies to be responsive to stresses, especially drought and fungal invasion. GO analysis of putative target genes of the two sets of differentially expressed miRNAs indicated that auxin signal transduction and transcriptional regulation controlled by miRNAs may be involved in the modulation of pollen-silk interactions.

## Materials and Methods

### Plant materials

Maize (*Zea mays* L.) inbred line B73 was used in this study. Plants were grown in the greenhouse at 22°C and 60% relative humidity under a 16h/8h light/dark cycle. Mature pollen (MP) was collected by shaking tassels between 9:00–10:00 a.m. To ensure viability of collected pollen, we tested their *in vitro* germination percentages. Only pollen grains with germination percentages greater than 90% were used. Germinated pollen (GP) was obtained after culturing MP for 30 min in liquid medium [67], with germination percentages greater than 90% obtained (data not shown). Silks extending approximately 5 cm beyond the bracts were harvested as mature silks (MS). To obtain pollinated silks (PS), mature silks were pollinated by an excess of active pollen. After 30 min, most pollen grains had germinated and their tubes had penetrated into silk tissues (data not shown). The pollinated silks were then harvested after shaking off unadhered pollen grains.

### Small RNA library construction and Solexa sequencing

Library construction and sequencing were performed as described previously [68]. Briefly, total RNA was isolated using Trizol reagent (Invitrogen, Carlsbad, CA, USA). Small RNAs ranging from 18–30 nt were gel-purified and ligated to proprietary adaptors at 5′ and 3′ termini. RT-PCR was performed for 18 cycles, and the products were purified and subjected to Solexa sequencing. Sequencing data is available in the GEO database under accession number GSE44787 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE44787).

### Analysis of sequencing data

Low quality reads were produced by an Illumina 1G Genome Analyzer (Illumina, San Diego, CA, USA). Clean reads were obtained after removing adaptor/acceptor sequences, contaminants formed by adaptor-adaptor ligation, and low-quality tags. The clean reads were then mapped to the B73 genome (http://www.maizesequence.org, release 5a.59) using SOAP, and sequences derived from rRNAs, tRNAs, and snoRNAs annotated in the National Center for Biotechnology Information (NCBI) and Rfam database were eliminated [69]. The remaining small RNA sequences were considered as candidates for identification of conserved and novel miRNAs.

### Identification of conserved and novel miRNAs

To identify conserved miRNAs, all candidate sequences were Blastn-searched against miRBase 18.0. Sequences perfectly matched to mature and precursor sequences in the database were identified as conserved miRNAs.

For novel miRNA identification, we used the Einverted program in the Emboss software package to located inverted repeats (stem-loop structures) [26] with the following parameters: threshold  = 30, match score  = 3, mismatch score  = 3, gap penalty  = 6, and maximum repeat length  = 240 [27]. Each inverted repeat was extended 10 nt on either side, and its secondary structure was predicted by RNAfold [28]. Unique reads in inverted repeats were evaluated by MirCheck using default parameters [27]. miRNA sequences passing MirCheck were then inspected manually. Of the remaining sequences, only those with more than five read counts in at least one library and minimal folding free energy indexes (MFEI) higher than 0.85 were selected as novel miRNAs (MFEI =  [(MFE/RNA sequence length) × 100]/(G+C)%) [29].

### Stem-loop real-time PCR

Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and treated by RNase-free DNase I treatment (Promega, Madison, WI, USA) to eliminate genomic DNA contamination. Then, 2 µg total RNA was used for first strand cDNA synthesis with a One Step PrimeScript miRNA cDNA synthesis kit (Takara, Dalian, China). Real-time RT-PCR was carried out with 0.5 µL cDNA on CFX96 real-time system (Bio-Rad, Hercules, CA, USA) using a SYBR *Premix Ex Taq* kit (Takara, Dalian, China). Protocol of the stem-loop real-time PCR was as follows: initial denaturation at 95°C for 10 s, followed by 40 cycles at 95°C for 10 s, 60°C for 30 s. At the end of the PCR reaction, a melting curve was obtained by holding at 95°C for 5 s, cooling to 60°C for 5 s, and then heating slowly at 0.5°C/s until 95°C. Only the results of miRNA amplification that produced one-peak melting curve at the correct annealing temperature were used for next analysis. Simultaneously, the threshold was automatically set and the threshold cycle (Ct value) was recorded. Expression levels of small nuclear RNA U6 were used as a reference for normalization [70]. The ΔΔCt method was used to determine relative expression levels [71]. Four replicates were performed for each experiment. Primers used in real-time PCR analysis are listed in Table S5.

### Northern blot analysis

Northern blot hybridization was performed using the MiRNA Northern Blot Assay Kit (Signosis, Sunnyvale, CA, USA) according to manufacturer's protocol. For each sample, 20 µg total RNA was mixed with RNA loading buffer and load onto one well of 15% polyacrylamide gel. The gel was then run at 60 V until bromophenol blue reaches approximately 3 cm away from the bottom of the gel. RNA was transferred to membrane at 60 V at for l hour using a BioRad Trans-Blot Cell (Bio-Rad, Hercules, CA, USA). Biotin labeled miRNA probe (Signosis, Sunnyvale, CA, USA) was used for hybridization. U6 bands were shown as a loading control.

### Target gene prediction

Potential target genes of miRNAs were predicted using Patscan as previously described [24] with default parameters. Targets were selected according to the following criteria: 1) less than three mismatches between miRNA and target; 2) no insertions and deletions; and 3) no mismatches in positions 10 and 11 of mature miRNAs.

### Validation of predicted target genes by real-time RT-PCR

Total RNA from MP, GP, MS and PS was isolated as described above, and 2 µg total RNA was reverse-transcribed using oligo (dT) primer and M-MLV reverse transcriptase (Promega, Madison, WI, USA) according to manufacturer's protocol. The real-time PCR was performed in triplicate on a CFX96 real-time system (Bio-Rad, Hercules, CA, USA) using SYBR Green Real-time PCR Master Mix (Toyobo, Osaka, Japan). Briefly, 1 µL cDNA was amplified with the following protocol: 94°C for 5 min, followed by 41 cycles of 94°C for 15 s, 65°C for 30 s. Finally, the melting curve was adjusted as 94°C for 5 s and 60°C for 1 min, and then rising to 94°C by increment of 0.5°C/s. 18S rRNA was used for each sample as an internal control. Relative expression levels of the genes were calculated using the ΔΔCt method [71]. All primer sequences were listed in Table S5.

### Identification of differentially expressed miRNAs

Transcripts per million reads (TPM) were used to represent normalized miRNA expression levels. TPM of miRNAs in the four libraries were calculated as: actual miRNA count/total count of clean reads × 1,000,000. For the identification of miRNAs differentially expressed between mature and germinated pollen, we used fold-change  = log_2_ × (GP/MP). Only miRNAs with fold-changes greater than 1.5 and *P*-values less than 0.01 were selected (Chi^2^ test) [72]. For the identification of miRNAs differentially expressed before and after pollination in silks, we used fold-change  = log_2_×(PS/MS). miRNAs with expression level increases 1.5-fold higher in PS, and read counts more than 10-fold greater in PS or MS than in GP and MP were considered to be up-regulated in PS. miRNAs with expression level decreases 2-fold greater in PS compared with MS were considered to be down-regulated in PS.

### Gene Ontology (GO) analysis

We performed GO analysis on target genes of miRNAs involved in pollen-silk interactions using Singular enrichment analysis (SEA) [63] (http://bioinfo.cau.edu.cn/agriGO/analysis.php). Overrepresented gene terms in biological processes, molecular functions, and cellular components categories were selected using the thresholds of *P*-value <0.001 and false discovery rate (FDR) <0.05.

## Supporting Information

Table S1 **List of known miRNAs identified in this study.**
(XLS)

Table S2 **Novel miRNAs predicted in this study.**
(XLS)

Table S3 **Targets of all known miRNAs.**
(XLS)

Table S4 **Targets of all novel miRNAs.**
(XLS)

Table S5 **The primers used in this study.**
(DOC)

## References

[1] CheungAY (1995) Pollen-pistil interactions in compatible pollination. Proc Natl Acad Sci U S A 92: 3077–3080.772451810.1073/pnas.92.8.3077PMC42107

[2] HiscockSJ, AllenAM (2008) Diverse cell signalling pathways regulate pollen-stigma interactions: the search for consensus. New Phytol 179: 286–317.1908628510.1111/j.1469-8137.2008.02457.x

[3] TakayamaS, IsogaiA (2005) Self-incompatibility in plants. Annu Rev Plant Biol 56: 467–489.1586210410.1146/annurev.arplant.56.032604.144249

[4] EdlundAF, SwansonR, PreussD (2004) Pollen and stigma structure and function: the role of diversity in pollination. Plant Cell 16 Suppl: S84–9710.1105/tpc.015800PMC264340115075396

[5] SanchezAM, BoschM, BotsM, NieuwlandJ, FeronR, et al (2004) Pistil factors controlling pollination. Plant Cell 16 Suppl: S98–10610.1105/tpc.017806PMC264339215010514

[6] XuXH, ChenH, SangYL, WangF, MaJP, et al (2012) Identification of genes specifically or preferentially expressed in maize silk reveals similarity and diversity in transcript abundance of different dry stigmas. BMC Genomics 13: 294.2274805410.1186/1471-2164-13-294PMC3416702

[7] SangYL, XuM, MaFF, ChenH, XuXH, et al (2012) Comparative proteomic analysis reveals similar and distinct features of proteins in dry and wet stigmas. Proteomics 12: 1983–1998.2262335410.1002/pmic.201100407

[8] QinY, LeydonAR, ManzielloA, PandeyR, MountD, et al (2009) Penetration of the stigma and style elicits a novel transcriptome in pollen tubes, pointing to genes critical for growth in a pistil. PLoS Genet 5: e1000621.1971421810.1371/journal.pgen.1000621PMC2726614

[9] BushatiN, CohenSM (2007) microRNA functions. Annu Rev Cell Dev Biol 23: 175–205.1750669510.1146/annurev.cellbio.23.090506.123406

[10] VoinnetO (2009) Origin, biogenesis, and activity of plant microRNAs. Cell 136: 669–687.1923988810.1016/j.cell.2009.01.046

[11] Jones-RhoadesMW, BartelDP, BartelB (2006) MicroRNAS and their regulatory roles in plants. Annu Rev Plant Biol 57: 19–53.1666975410.1146/annurev.arplant.57.032905.105218

[12] PengT, SunH, DuY, ZhangJ, LiJ, et al (2013) Characterization and Expression Patterns of microRNAs Involved in Rice Grain Filling. PLoS One 8: e54148.2336565010.1371/journal.pone.0054148PMC3554753

[13] WeiLQ, YanLF, WangT (2011) Deep sequencing on genome-wide scale reveals the unique composition and expression patterns of microRNAs in developing pollen of *Oryza sativa* . Genome Biol 12: R53.2167940610.1186/gb-2011-12-6-r53PMC3218841

[14] KangM, ZhaoQ, ZhuD, YuJ (2012) Characterization of microRNAs expression during maize seed development. BMC Genomics 13: 360.2285329510.1186/1471-2164-13-360PMC3468377

[15] YangJ, LiuX, XuB, ZhaoN, YangX, et al (2013) Identification of miRNAs and their targets using high-throughput sequencing and degradome analysis in cytoplasmic male-sterile and its maintainer fertile lines of *brassica juncea* . BMC Genomics 14: 9.2332457210.1186/1471-2164-14-9PMC3553062

[16] DresselhausT, LausserA, MartonML (2011) Using maize as a model to study pollen tube growth and guidance, cross-incompatibility and sperm delivery in grasses. Ann Bot 108: 727–737.2134591910.1093/aob/mcr017PMC3170146

[17] ZhaoM, TaiH, SunS, ZhangF, XuY, et al (2012) Cloning and characterization of maize miRNAs involved in responses to nitrogen deficiency. PLoS One 7: e29669.2223532310.1371/journal.pone.0029669PMC3250470

[18] XingS, SalinasM, HohmannS, BerndtgenR, HuijserP (2010) miR156-targeted and nontargeted SBP-box transcription factors act in concert to secure male fertility in *Arabidopsis* . Plant Cell 22: 3935–3950.2117748010.1105/tpc.110.079343PMC3027167

[19] WangJW, CzechB, WeigelD (2009) miR156-regulated SPL transcription factors define an endogenous flowering pathway in *Arabidopsis thaliana* . Cell 138: 738–749.1970339910.1016/j.cell.2009.06.014

[20] YuS, GalvaoVC, ZhangYC, HorrerD, ZhangTQ, et al (2012) Gibberellin regulates the *Arabidopsis* floral transition through miR156-targeted SQUAMOSA promoter binding-like transcription factors. Plant Cell 24: 3320–3332.2294237810.1105/tpc.112.101014PMC3462634

[21] XieK, WuC, XiongL (2006) Genomic organization, differential expression, and interaction of SQUAMOSA promoter-binding-like transcription factors and microRNA156 in rice. Plant Physiol 142: 280–293.1686157110.1104/pp.106.084475PMC1557610

[22] VaucheretH, VazquezF, CreteP, BartelDP (2004) The action of ARGONAUTE1 in the miRNA pathway and its regulation by the miRNA pathway are crucial for plant development. Genes Dev 18: 1187–1197.1513108210.1101/gad.1201404PMC415643

[23] VaucheretH, MalloryAC, BartelDP (2006) AGO1 homeostasis entails coexpression of *MIR168* and *AGO1* and preferential stabilization of miR168 by AGO1. Mol Cell 22: 129–136.1660087610.1016/j.molcel.2006.03.011PMC2323247

[24] SchwabR, PalatnikJF, RiesterM, SchommerC, SchmidM, et al (2005) Specific effects of microRNAs on the plant transcriptome. Dev Cell 8: 517–527.1580903410.1016/j.devcel.2005.01.018

[25] MeyersBC, AxtellMJ, BartelB, BartelDP, BaulcombeD, et al (2008) Criteria for annotation of plant MicroRNAs. Plant Cell 20: 3186–3190.1907468210.1105/tpc.108.064311PMC2630443

[26] RiceP, LongdenI, BleasbyA (2000) EMBOSS: the European Molecular Biology Open Software Suite. Trends Genet 16: 276–277.1082745610.1016/s0168-9525(00)02024-2

[27] Jones-RhoadesMW, BartelDP (2004) Computational identification of plant microRNAs and their targets, including a stress-induced miRNA. Mol Cell 14: 787–799.1520095610.1016/j.molcel.2004.05.027

[28] GruberAR, LorenzR, BernhartSH, NeubockR, HofackerIL (2008) The Vienna RNA websuite. Nucleic Acids Res 36: W70–74.1842479510.1093/nar/gkn188PMC2447809

[29] ZhangBH, PanXP, CoxSB, CobbGP, AndersonTA (2006) Evidence that miRNAs are different from other RNAs. Cell Mol Life Sci 63: 246–254.1639554210.1007/s00018-005-5467-7PMC11136112

[30] LiuP, YanK, LeiYX, XuR, ZhangYM, et al (2012) Transcript profiling of microRNAs during the early development of the maize brace root via Solexa sequencing. Genomics 101: 149–156.23147674

[31] OkamuraK, PhillipsMD, TylerDM, DuanH, ChouYT, et al (2008) The regulatory activity of microRNA* species has substantial influence on microRNA and 3′ UTR evolution. Nat Struct Mol Biol 15: 354–363.1837641310.1038/nsmb.1409PMC2698667

[32] RajagopalanR, VaucheretH, TrejoJ, BartelDP (2006) A diverse and evolutionarily fluid set of microRNAs in *Arabidopsis thaliana* . Genes Dev 20: 3407–3425.1718286710.1101/gad.1476406PMC1698448

[33] YangJS, PhillipsMD, BetelD, MuP, VenturaA, et al (2011) Widespread regulatory activity of vertebrate microRNA* species. RNA 17: 312–326.2117788110.1261/rna.2537911PMC3022280

[34] Griffiths-JonesS, HuiJH, MarcoA, RonshaugenM (2011) MicroRNA evolution by arm switching. EMBO Rep 12: 172–177.2121280510.1038/embor.2010.191PMC3049427

[35] ZhengB, ChenX, McCormickS (2011) The anaphase-promoting complex is a dual integrator that regulates both MicroRNA-mediated transcriptional regulation of *cyclin B1* and degradation of Cyclin B1 during *Arabidopsis* male gametophyte development. Plant Cell 23: 1033–1046.2144143410.1105/tpc.111.083980PMC3082252

[36] AllenRS, LiJ, Alonso-PeralMM, WhiteRG, GublerF, et al (2010) MicroR159 regulation of most conserved targets in *Arabidopsis* has negligible phenotypic effects. Silence 1: 18.2102944110.1186/1758-907X-1-18PMC2988730

[37] YoonEK, YangJH, LimJ, KimSH, KimSK, et al (2010) Auxin regulation of the *microRNA390*-dependent transacting small interfering RNA pathway in *Arabidopsis* lateral root development. Nucleic Acids Res 38: 1382–1391.1996954410.1093/nar/gkp1128PMC2831332

[38] WuJZ, LinY, ZhangXL, PangDW, ZhaoJ (2008) IAA stimulates pollen tube growth and mediates the modification of its wall composition and structure in *Torenia fournieri* . J Exp Bot 59: 2529–2543.1854461310.1093/jxb/ern119PMC2423660

[39] KatoN, HeH, StegerAP (2010) A systems model of vesicle trafficking in Arabidopsis pollen tubes. Plant Physiol 152: 590–601.1993338610.1104/pp.109.148700PMC2815877

[40] GuoF, McCubbinAG (2012) The pollen-specific R-SNARE/longin PiVAMP726 mediates fusion of endo- and exocytic compartments in pollen tube tip growth. J Exp Bot 63: 3083–3095.2234564310.1093/jxb/ers023PMC3350921

[41] WuMF, TianQ, ReedJW (2006) Arabidopsis *microRNA167* controls patterns of *ARF6* and *ARF8* expression, and regulates both female and male reproduction. Development 133: 4211–4218.1702104310.1242/dev.02602

[42] RuP, XuL, MaH, HuangH (2006) Plant fertility defects induced by the enhanced expression of microRNA167. Cell Res 16: 457–465.1669954110.1038/sj.cr.7310057

[43] NogueiraFT, MadiS, ChitwoodDH, JuarezMT, TimmermansMC (2007) Two small regulatory RNAs establish opposing fates of a developmental axis. Genes Dev 21: 750–755.1740377710.1101/gad.1528607PMC1838527

[44] JungJH, ParkCM (2007) *MIR166*/*165* genes exhibit dynamic expression patterns in regulating shoot apical meristem and floral development in *Arabidopsis* . Planta 225: 1327–1338.1710914810.1007/s00425-006-0439-1

[45] ZhuH, HuF, WangR, ZhouX, SzeSH, et al (2011) *Arabidopsis* Argonaute10 specifically sequesters miR166/165 to regulate shoot apical meristem development. Cell 145: 242–256.2149664410.1016/j.cell.2011.03.024PMC4124879

[46] WangL, GuX, XuD, WangW, WangH, et al (2011) miR396-targeted AtGRF transcription factors are required for coordination of cell division and differentiation during leaf development in *Arabidopsis* . J Exp Bot 62: 761–773.2103692710.1093/jxb/erq307PMC3003814

[47] ZhaoB, GeL, LiangR, LiW, RuanK, et al (2009) Members of miR-169 family are induced by high salinity and transiently inhibit the NF-YA transcription factor. BMC Mol Biol 10: 29.1935141810.1186/1471-2199-10-29PMC2670843

[48] LiWX, OonoY, ZhuJ, HeXJ, WuJM, et al (2008) The *Arabidopsis* NFYA5 transcription factor is regulated transcriptionally and posttranscriptionally to promote drought resistance. Plant Cell 20: 2238–2251.1868254710.1105/tpc.108.059444PMC2553615

[49] HwangEW, ShinSJ, YuBK, ByunMO, KwonHB (2011) miR171 Family Members are Involved in Drought Response in *Solanum tuberosum* . J Plant Biol 54: 43–48.

[50] KantarM, LucasSJ, BudakH (2011) miRNA expression patterns of *Triticum dicoccoides* in response to shock drought stress. Planta 233: 471–484.2106938310.1007/s00425-010-1309-4

[51] XiaK, WangR, OuX, FangZ, TianC, et al (2012) *OsTIR1* and *OsAFB2* downregulation via *OsmiR393* overexpression leads to more tillers, early flowering and less tolerance to salt and drought in rice. PLoS One 7: e30039.2225386810.1371/journal.pone.0030039PMC3254625

[52] FrazierTP, SunG, BurklewCE, ZhangB (2011) Salt and drought stresses induce the aberrant expression of microRNA genes in tobacco. Mol Biotechnol 49: 159–165.2135985810.1007/s12033-011-9387-5

[53] FerreiraTH, GentileA, VilelaRD, CostaGG, DiasLI, et al (2012) microRNAs associated with drought response in the bioenergy crop sugarcane (*Saccharum* spp.). PLoS One 7: e46703.2307161710.1371/journal.pone.0046703PMC3469577

[54] ZhangX, ZouZ, GongP, ZhangJ, ZiafK, et al (2011) Over-expression of microRNA169 confers enhanced drought tolerance to tomato. Biotechnol Lett 33: 403–409.2096022110.1007/s10529-010-0436-0

[55] GuptaOP, PermarV, KoundalV, SinghUD, PraveenS (2012) MicroRNA regulated defense responses in *Triticum aestivum* L. during *Puccinia graminis* f.sp. *tritici* infection. Mol Biol Rep 39: 817–824.2163389510.1007/s11033-011-0803-5

[56] ZhaoJP, JiangXL, ZhangBY, SuXH (2012) Involvement of microRNA-mediated gene expression regulation in the pathological development of stem canker disease in *Populus trichocarpa* . PLoS One 7: e44968.2302870910.1371/journal.pone.0044968PMC3445618

[57] Yin X, Wang J, Cheng H, Wang X, Yu D (2012) Detection and evolutionary analysis of soybean miRNAs responsive to soybean mosaic virus. Planta.10.1007/s00425-012-1835-323328897

[58] KasschauKD, XieZ, AllenE, LlaveC, ChapmanEJ, et al (2003) P1/HC-Pro, a viral suppressor of RNA silencing, interferes with *Arabidopsis* development and miRNA unction. Dev Cell 4: 205–217.1258606410.1016/s1534-5807(03)00025-x

[59] LanL, LiM, LaiY, XuW, KongZ, et al (2005) Microarray analysis reveals similarities and variations in genetic programs controlling pollination/fertilization and stress responses in rice (*Oryza sativa* L.). Plant Mol Biol 59: 151–164.1621760910.1007/s11103-005-3958-4

[60] QuiapimAC, BritoMS, BernardesLA, DasilvaI, MalavaziI, et al (2009) Analysis of the *Nicotiana tabacum* stigma/style transcriptome reveals gene expression differences between wet and dry stigma species. Plant Physiol 149: 1211–1230.1905215010.1104/pp.108.131573PMC2649396

[61] KesslerSA, Shimosato-AsanoH, KeinathNF, WuestSE, IngramG, et al (2010) Conserved molecular components for pollen tube reception and fungal invasion. Science 330: 968–971.2107166910.1126/science.1195211

[62] DawkinsMD, OwensJN (1993) In Vitro and in Vivo Pollen Hydration, Germination, and Pollen-Tube Growth in White Spruce, Picea Glauca (Moench) Voss. Int J Plant Sci 154: 506–521.

[63] DuZ, ZhouX, LingY, ZhangZ, SuZ (2010) agriGO: a GO analysis toolkit for the agricultural community. Nucleic Acids Res 38: W64–70.2043567710.1093/nar/gkq310PMC2896167

[64] LiuX, HuangJ, WangY, KhannaK, XieZ, et al (2010) The role of *floral organs in carpels*, an Arabidopsis loss-of-function mutation in *MicroRNA160a*, in organogenesis and the mechanism regulating its expression. Plant J 62: 416–428.2013672910.1111/j.1365-313X.2010.04164.x

[65] Si-AmmourA, WindelsD, Arn-BouldoiresE, KutterC, AilhasJ, et al (2011) miR393 and secondary siRNAs regulate expression of the *TIR1/AFB2* auxin receptor clade and auxin-related development of Arabidopsis leaves. Plant Physiol 157: 683–691.2182825110.1104/pp.111.180083PMC3192580

[66] WindelsD, VazquezF (2011) miR393: integrator of environmental cues in auxin signaling? Plant Signal Behav 6: 1672–1675.2206799310.4161/psb.6.11.17900PMC3329333

[67] SchreiberDN, BantinJ, DresselhausT (2004) The MADS box transcription factor ZmMADS2 is required for anther and pollen maturation in maize and accumulates in apoptotic bodies during anther dehiscence. Plant Physiol 134: 1069–1079.1500169910.1104/pp.103.030577PMC389931

[68] LiuS, LiD, LiQ, ZhaoP, XiangZ, et al (2010) MicroRNAs of *Bombyx mori* identified by Solexa sequencing. BMC Genomics 11: 148.2019967510.1186/1471-2164-11-148PMC2838851

[69] GardnerPP, DaubJ, TateJG, NawrockiEP, KolbeDL, et al (2009) Rfam: updates to the RNA families database. Nucleic Acids Res 37: D136–D140.1895303410.1093/nar/gkn766PMC2686503

[70] WangT, ChenL, ZhaoM, TianQ, ZhangWH (2011) Identification of drought-responsive microRNAs in *Medicago truncatula* by genome-wide high-throughput sequencing. BMC Genomics 12: 367.2176249810.1186/1471-2164-12-367PMC3160423

[71] LivakKJ, SchmittgenTD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(−ΔΔC(T)) Method. Methods 25: 402–408.1184660910.1006/meth.2001.1262

[72] RomualdiC, BortoluzziS, D′AlessiF, DanieliGA (2003) IDEG6: a web tool for detection of differentially expressed genes in multiple tag sampling experiments. Physiol Genomics. 12: 159–62.10.1152/physiolgenomics.00096.200212429865

# Supplementary material for: High-Throughput Sequencing of Small RNAs from Pollen and Silk and Characterization of miRNAs as Candidate Factors Involved in Pollen-Silk Interactions in Maize
**Source:** PLoS One. 2013 Aug 21;8(8):e72852. doi: 10.1371/journal.pone.0072852
**Supplement:** Table S5 — The primers used in this study.

Primers used in stem-loop real-time PCR.

| miRNA name | Sequence | Length |
| --- | --- | --- |
| zma-miR156k | TGACAGAAGAGAGCGAGCAC | 20 |
| zma-miR159hi | TTTGGAGTGAAGGGAGCTCTG | 21 |
| zma-miR160abcdeg | TGCCTGGCTCCCTGTATGCCA | 21 |
| zma-miR162 | GGTCGATAAACCTCTGCATCC | 21 |
| zma-miR164abcdg | TGGAGAAGCAGGGCACGTGCA | 21 |
| zma-miR166fgh | TCGGACCAGGCTTCATTCCC | 20 |
| zma-miR166m | TCGGACCAGGCTTCATTCCTC | 21 |
| zma-miR167abcd | TGAAGCTGCCAGCATGATCTA | 21 |
| zma-miR167efghij | TGAAGCTGCCAGCATGATCTG | 21 |
| zma-miR169ab | CAGCCAAGGATGACTTGCCGA | 21 |
| zma-miR169fgh | TAGCCAAGGATGACTTGCCTA | 21 |
| zma-miR169l | TAGCCAGGGATGATTTGCCTG | 21 |
| zma-miR171bf | CGATTGAGCCGTGCCAATATC | 21 |
| zma-miR390a b | AAGCTCAGGAGGGATAGCG | 19 |
| zma-miR393ac | TCCAAAGGGATCGCATTGATC | 21 |
| zma-miR393b | TCCAAAGGGATCGCATTGATCC | 22 |
| zma-miR395abdefghijnp | GTGAAGTGTTTGGGGGAACTC | 21 |
| zma-miR396ab | TTCCACAGCTTTCTTGAACTG | 21 |
| zma-miR399b | TGCCAAAGGAGAGCTGTCC | 19 |
| zma-miR408/408b | CTGCACTGCCTCTTCCCTGGC | 21 |
| zma-miR528ab | TGGAAGGGGCATGCAGAGGAG | 21 |
| zma-miR827 | TTAGATGACCATCAGCAAACA | 21 |
| zma-miR2118d | TATTCCTGATGCCTCCCATGCC | 22 |
| novel-2-5p | CAAAGAGAATTGAGGGGGCTA | 21 |
| novel-6-3p | ATATTAATTAAGTAATCATTGA | 22 |
| novel-7-3p | AAATCCTTTGGGAAAATGAGG | 21 |
| novel-9-5p | AAACCATCTGATCCGTTAGATCGT | 24 |
| novel-13-3p | AAAACCCCCTGACGCAGCACCGTTA | 25 |
| novel-14a-5p | AGAGGGGATTGGAGGGGCTA | 20 |
| novel-15-3p | AGCACCGTTGGATATGGAGGGTGT | 24 |
| novel-19-5p | GTTTGGAGGAGATTGAGGGGC | 21 |
| novel-20-5p | GTTCGTTTTGGAGTGGATTGAGGG | 24 |
| novel-21-5p | GTCTGCAAGCTTGTTAAGGGGC | 22 |
| novel-23-5p | CGGTGTAACACCCTGAATTTGA | 22 |
| novel-26-3p | TCCCCTTCAATTCCCTCTGGT | 21 |
| novel-27-3p | TCCACTACGTCGGCAAGGGTG | 21 |
| novel-29-3p | ATCACCTTCGGTTTTGTGGC | 20 |
| novel-33-5p | TAGCCAAGCATGATTTGCCCG | 21 |
| novel-35-5p | CACCAAGTTGGTAAGGTGTTGG | 22 |
| novel-38b-3p | AATCCTCCTCTGGATTGGTGT | 21 |
| novel-41-5p | TTTGGATTGAATTGGTTGGTG | 21 |
| novel-46-3p | AATATTTGATCTGTTAGATGGTCT | 24 |
| novel-56-5p | GAATGGTGGAGCTTGGAG | 18 |
| novel-57-3p | CGGCCTAGATGACATGTGTGTTTTTC | 26 |
| novel-57-5p | AAACACATATGTGATGTAGCGG | 22 |
| novel-59-3p | CAATTTAGGGACTAAAACGAAGG | 23 |
| Zm-U6 | ACACGCACAAATCGAGAAATGGTCC | 25 |

**Primers used in real-time PCR analysis of target genes.**

| Target name | Sequence | Length |
| --- | --- | --- |
| GRMZM2G004784-L | AAGCAGCGTAGAACACAA | 18 |
| GRMZM2G004784-R | AAGCAGGAAGCGAGATAAG | 19 |
| GRMZM2G005284-L | CTAGCACAAGAAGACAAG | 18 |
| GRMZM2G005284-R | CCTCCTGATTAGTGATTAG | 19 |
| GRMZM2G011947-L | TTCGCTAGGACTAATGAT | 18 |
| GRMZM2G011947-R | CACACTAATAAGCAGACA | 18 |
| GRMZM2G039556-L | TTATCTGCCTGATGACTTG | 19 |
| GRMZM2G039556-R | GGATTCGTGTATGCTTCA | 18 |
| GRMZM2G051785-L | GACTCCAACTCTACCGAATC | 20 |
| GRMZM2G051785-R | ATACAACGATGCCAACCTT | 19 |
| GRMZM2G068328-L | GCTACATAATCTGGACAAGGT | 21 |
| GRMZM2G068328-R | TGGCACTGAGACACATTC | 18 |
| GRMZM2G078274-L | AGTGGAAGTTCAGGCATAT | 19 |
| GRMZM2G078274-R | GATAACGCATCACATCAAGA | 20 |
| GRMZM2G078396-L | GATGAATCCTCGTATTGG | 18 |
| GRMZM2G078396-R | CTCCATAATGTCTTCTCTG | 19 |
| GRMZM2G081406-L | GGTACTGGTACTGTTAGACT | 20 |
| GRMZM2G081406-R | TCAGACTTGGAACGGATT | 18 |
| GRMZM2G099862-L | GAGAATCACACGAGTAAC | 18 |
| GRMZM2G099862-R | CACAGGTAAGAAGGAAAG | 18 |
| GRMZM2G109464-L | GACAAGAGTGAACGGTAA | 18 |
| GRMZM2G109464-R | GGAGGATGAGTTGATAATGA | 20 |
| GRMZM2G124566-L | GCTCCAATACCTTGTGTT | 18 |
| GRMZM2G124566-R | GCAAGACATTCATTCATTCG | 20 |
| GRMZM2G135978-L | GAGAATGAGATTGAGGATTG | 20 |
| GRMZM2G135978-R | CTTGAGAGTCTTGAGGTT | 18 |
| GRMZM2G137451-L | GTATTCAGCAGTTGTTGGAT | 20 |
| GRMZM2G137451-R | CCTCAGGAGCCTAGATAAC | 19 |
| GRMZM2G153233-L | ATCCAGGCACCAACAATA | 18 |
| GRMZM2G153233-R | TACCAAGGCAATTCCAAGA | 19 |
| GRMZM2G159399-L | ACACCAAGCCACCAACAAT | 19 |
| GRMZM2G159399-R | TAAGGACAGATGAAGAACCAACAG | 24 |
| GRMZM2G390641-L | GCATTCCAACCTAACTAC | 18 |
| GRMZM2G390641-R | CAGAAGTAATCGTACATCAG | 20 |
| GRMZM2G475882-L | CAGCCAGCAAGAACAATA | 18 |
| GRMZM2G475882-R | GGTCAACAACTCATCATCA | 19 |
| GRMZM5G808366-L | ATAGTGACTTGGCATAGG | 18 |
| GRMZM5G808366-R | TAAGATGGTGAGGTGAAC | 18 |
| GRMZM5G825321-L | GTCCTGTATGTTCCTTCTC | 19 |
| GRMZM5G825321-R | ATCCTCTACTCTCGGTTG | 18 |
| GRMZM5G848945-L | GAGAAGCAACATCTATACG | 19 |
| GRMZM5G848945-R | GAGTAGCCACAATCAATG | 18 |
| GRMZM5G893117-L | GTTTGAAGAAGTTGGGAAGAG | 21 |
| GRMZM5G893117-R | CTAAGCGTCGTCTCACAG | 18 |
| Zm18S-L | AAACGGCTACCACATCCAAG | 20 |
| Zm18S-R | CCTCCAATGGATCCTCGTTA | 20 |

How the deposited data were processed for this re-analysis (not part of the article)

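Small RNA libraries of mature pollen (MP), germinated pollen (GP), mature silks (MS) and pollinated silks (PS) of maize B73 were sequenced by the authors, with 1 library per tissue. The authors removed adaptors, contaminants and low-quality reads, mapped the clean reads to the maize genome (B73 RefGen_2v) with SOAP, removed rRNA, tRNA and snoRNA, and matched the rest to miRBase by Blastn. They predicted further miRNAs from hairpin structures with Einverted, RNAfold and MirCheck. The deposited read counts are whole reads per named miRNA, with variants of up to 2 bp in length added by the authors. The deposited TPM values are those counts scaled by the authors to the clean reads of the library, without scaling by length. The deposited p-values are the authors' chi-square tests between pairs of libraries. The deposited table also lists the authors' predicted target sites. Of its columns of values per sample, 0 were left unused. The table has 270 entries, 161 known and 109 predicted, and 82 of the predicted are in Table S2. The predicted miRNAs are named here by their mature sequence.

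Everything else was computed from the counts. TPM was computed again with the clean reads that the paper states. Known miRNAs were analyzed per name, as in the paper, and once per distinct mature sequence. For the latter the counts were those of the member with the most reads over the 4 libraries together. A pair of distinct known sequences was taken to share reads where they overlap by at least 18 nt with an offset of at most 2 nt. Overlaps among predicted miRNAs were not counted. There were 16 such pairs with 23 sequences. Libraries were compared with a 2-sided Fisher's exact test. In pollen the limits were p under 0.01 and a log2 ratio over 1.5 in size. In silks a miRNA was higher at p under 0.01, a log2 ratio over 1.5 and a silk count more than 10 times that of at least 1 pollen library, and lower at p under 0.01 and a log2 ratio under -2. These limits are the paper's, with the p limit in silks taken from Table 3. For the silk count the paper's Results name GP or MP, which was used here, and its Methods name GP and MP. With both pollen libraries required, 16 known miRNAs were higher and 11 lower. The paper used a chi-square test. A count of 0 was set to a floor of 3 reads, and no ratio was given where both counts were at or under 3. Benjamini-Hochberg values were taken over the entries of 1 kind in 1 comparison. Intervals of shares and ratios are exact (Clopper-Pearson) at 95%. No edgeR or DESeq2 test was fitted, since 1 library per tissue leaves no residual degrees of freedom. These tools gave only the TMM factors and the size factors (median ratio) of the scaling alternatives.

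The comparisons, tests, lists and alternatives were set before the data were examined, when values in the paper's tables had been seen. Calls among predicted miRNAs under other settings, the chi-square test with 0 reads set to 0.01 TPM and TMM for the list medians were added after seeing the data. miRNAs named are those named in the paper's results or its Tables 2 and 3, the 10 sequences with the largest log2 ratio past the limits with at least 10 reads in each comparison, and the 5 most abundant sequences of each library. Others named were chosen after their values were seen: miR159g and miR2118d, miR162, miR166, miR319 and miR408 among the silk families, miR160f, the predicted miRNAs given as examples by length or arm or among the pollen-type miRNAs, and the miRNAs of the closing observations. Families were grouped as auxin-related, miRNA machinery, phosphate, sulfate, copper, phased siRNA triggers, flowering, leaf and meristem, MYB and NF-YA, with the paper's drought or salt list and pathogen list. A list was measured over its sequences with at least 10 reads in 1 of the 2 libraries. Its median was placed among 10000 random lists of the same size, drawn within 3 bins of mean expression from the 21 such sequences in pollen and the 44 in silks. With so few sequences the percentiles are coarse and describe only these libraries. Pollen-type miRNAs had at least 5 TPM in a pollen library and at least 5 times their TPM in MS. Silk-type sequences had at least 50 TPM in both silk libraries and at least 5 times their TPM in GP.

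The test was tried on simulated counts for the 270 entries. For GP against MP it recovered 17 of 28 entries changed 4-fold and 27 of 27 changed 16-fold. For PS against MS it recovered 31 of 44 and 43 of 43. It called 0 of 215 and 0 of 183 unchanged entries. The changed entries were drawn from those with at least 10 reads in the 2 libraries together. Many unchanged entries had fewer reads and could hardly be called, so these numbers are a weak check on false calls. The intervals held the true ratio for 96.1% and 96.5% of the 51 and 86 changed entries with an interval. The silk criterion on the pollen counts was left out of this trial. Simulated counts vary only by sampling, so they hold no biological spread. Alternatives covered the chi-square test with and without continuity correction, adjusted p-values, other treatments of 0 reads, scaling by genome-matched reads, total known reads, TMM and the median ratio, a minimum of 10 reads, distinct sequences, intervals wholly past the limit, a log2 limit of 1, and other forms of the silk criteria. RT-PCR, northern blot and Gene Ontology results were not analysed here. Gene names came from a reference gene table of another assembly, which was used for names alone, and no genome sequence was used here. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.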

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

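All tests of explanations below were chosen after the results were seen. A predicted miRNA that Table 2 does not list, TGTTTATAGAATGTAATTTGA, passed the limits in pollen with 2 reads in MP and 30 in GP, a log2 ratio of 2.37 (exact 95% interval 0.39 to 5.48; Fisher's exact test, p = 0.0081), and its p in the authors' deposited table is 0.016. Outside Table S2, CGCCTCGCATCCCCATCCCGCC had 4 reads in MS, ATGTTGTATTTTAAAATATTGATT had 4 reads in PS and TTCATTACTAGAGTACCCAAA had 4 reads in GP. Each is above the floor of 3 reads but short of the paper's filter of more than 5 reads in a library, which accounts for their absence from Table S2.

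Pollen-type miRNAs, summed, were 3.18-fold lower in PS than in MS (exact 95% interval 2.18 to 4.74; log2 ratio -1.67), although PS had received pollen. The largest shift among the scalings, 0.31 on the log2 scale, argues against scaling as the whole cause. Pollen RNA as the only source of these reads in MS stays open. The MS reads departed from every mixture of MP and GP (simulated probability 0.0001, the smallest that 10000 draws can give), but the draws hold sampling noise alone, and with 1 library per tissue the spread between pollen samples is unknown. A lower level after pollination in the silk itself may also account for it and was not tested.

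miR171b and miR171f were higher in PS than in MS by more than any other sequence past the limits. Scaling is argued against, since the lower bound of the log2 ratio of miR171b was 6.60 under the scaling that lowered it most. Pollen RNA like that of GP is argued against as the source in PS, since the upper bound of the miR171b level in GP was 0.058% of that in PS. GP was germinated in medium, so the level in pollen tubes growing within silk was not measured and stays open. The counts were consistent with the same reads counted under both names, as miR171f reads of PS were 98.5% of miR171b reads. Of miR171b, 39 reads in MS and 89 in PS lie beyond the miR171f count, a log2 ratio of 1.34 (0.78 to 1.92), so the rise may be 1 sequence and not 2, and its biological origin was not tested.

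Known miRNAs lower in GP than in MP included 7 distinct sequences with a median log2 ratio of -3.54. Silk RNA in the MP library is argued against for the 6 sequences other than miR164, which stood in MP at 0.896% (0.328% to 1.96%) or more of their MS level, since miR169c/r and miR827 together stood at 0.0672% (0.0138% to 0.196%), but for miR164a/b/c/d/g, with 4 reads at 0.0216% (0.00590% to 0.0554%), it stays open. A single scaling factor between the pollen libraries was neither supported nor excluded, since TMM, which raised each log2 ratio by 1.41, left the 7 sequences a median of -2.13 but 2 of the 29 names called, miR162 at -2.30 (-3.87 to -0.99) and miR167b. Of the 7 sequences, 4 stayed past the log2 limit under TMM, where miR160a/b/c/d/e/g, miR167e/f/g/h/i/j and miR408/b lost their calls on p from few reads, and miR396a/b went from -2.40 (-2.58 to -2.22) to -0.99 (-1.17 to -0.81), short of that limit. The paper reports stem-loop RT-PCR of its called miRNAs, scaled to a small nuclear RNA and not to library depth. It describes patterns similar to sequencing, with slight differences for a few members such as miR167a/b/c/d. Those measurements bear on the scaling but were not analyzed here. RNA of other anther tissue in MP was not tested and stays open, as does a fall during germination.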

How the results depend on the processing

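Settings for the predicted miRNAs were chosen after seeing the data, as were the chi-square test with 0 reads as 0.01 TPM and TMM for the lists, and the others before. No paired analysis was possible because each tissue has 1 library. At this depth 21 distinct sequences reached 10 reads in a pollen library and 44 in a silk library. Where a value moved, the cause was not tested beyond what the setting itself changes.

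Counted as distinct sequences, detection was 38, 46, 57 and 62 in MP, GP, MS and PS, reads were 19853, 44105, 186020 and 187429, and 20 sequences passed 1000 reads. With at least 10 reads, 47 known miRNAs were detected in MP and 55 in GP.

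For known miRNAs in pollen (33 called, 4 higher and 29 lower), TMM gave 21 higher and 2 lower, the median ratio 16 (11 higher, 5 lower), at least 10 reads 14 (10 lower), distinct sequences 9 (2 higher, 7 lower), intervals wholly past the limit 12 (2 higher, 10 lower) and a log2 limit of 1 gave 50 (45 lower). For predicted miRNAs in pollen (17 called), TMM gave 31 (29 higher, 2 lower) and the median ratio 28 (26 higher, 2 lower). For known miRNAs in silks (30 called), distinct sequences gave 10 (6 higher, 4 lower), intervals wholly past the limit 14 (1 lower) and a log2 limit of 1 gave 29 higher. For predicted miRNAs in silks (5 called), adjusted p, TMM and the median ratio gave 2 higher each, the total of known reads 3 higher, and 0 reads as 0.01 TPM gave 8 (3 lower), also with the chi-square test. The other settings kept these counts within 1.5 times.

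Scaled to the total of known reads, the log2 ratio of silk to pollen was 8.11 for miR164, 2.36 for miR167, 4.84 for miR169, 4.22 for miR171 and 8.08 for miR827.

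For list medians in pollen, TMM and the median ratio gave 0.72 and 0.44 for leaf and meristem families, a reversed sign, 0.063 (a changed sign) and -0.22 for flowering, -0.60 and -0.88 for machinery, 2.60 and 2.31 for auxin-related miRNAs, 2.87 and 2.58 for phosphate, 2.78 and 2.49 for copper, 1.61 and 1.32 for NF-YA, 2.46 and 2.18 for MYB, 1.81 and 1.52 for the drought or salt list and 1.88 and 1.60 for the pathogen list. Without the filter and with 1 read added, medians changed sign to -2.12 for auxin-related miRNAs, -0.54 for phosphate, -2.54 for copper, -0.75 for NF-YA and -0.080 for the drought or salt list, and were -1.92 for machinery, -1.09 for flowering, 1.05 for MYB and 0.046 for the pathogen list. In silks, TMM and the median ratio gave 0.0066 and -0.052 (a changed sign) for machinery, 0.57 and 0.51 for copper, -0.59 and -0.64 for flowering, 0.11 and 0.054 for leaf and meristem families, 0.14 and 0.079 for phosphate and 0.60 and 0.54 for the pathogen list. No filter gave -0.22 for phosphate, a changed sign, 0.25 for machinery, 1.94 for sulfate, 0.98 for copper, -0.095 for flowering and -0.21 for MYB.

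Of 24 named miRNAs in pollen, 14 kept direction and call under the median ratio, 21 under the total of known reads and 23 with 1 read added, and of 23 in silks 17, 20 and 23. miR168a reversed in pollen to 0.079 under the total of known reads and 0.82 under the median ratio, and in silks to -0.10 and -0.25. Under the median ratio in silks miR159a reversed to -0.10, miR166a to -0.00016 and miR167a to -0.075.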

Differences from the paper's values

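The chi-square test with 0 reads as 0.01 TPM, and settings for the predicted miRNAs, were chosen after seeing the values. The paper reports 8 predicted miRNAs differentially expressed between MS and PS, and 5 passed its criteria here. With 0 reads set to 0.01 TPM, chosen after seeing the values, 8 passed, and 0 of the paper's 8 were dropped. Of the settings for this count, the chi-square test gave 5, adjusted p-values 2, the total of known reads 3, TMM 2 and the median ratio 2. The 3 that passed with 0.01 TPM but not with the floor of 3 reads were GTTTGGAGGAGATTGAGGGGC, TGAATGGTGGAGCTTGGAGCC and CCTAGATGACATGTGTGTTTTT. They had 10, 8 and 9 reads in MS and 0 in PS. With 1 read added, their log2 ratios were -3.31, -3.02 and -3.17, past the limit of -2. Calls of predicted miRNAs were not made under that setting, so their loss here rests on the floor.

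The paper's Table 1 gives 463129 reads of known miRNAs, and the sum over all named miRNAs was 1486209. The sum over distinct sequences, an alternative set before the data were examined, was 437407, within 1.5 times of the paper's value.

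The paper calls 40 known miRNAs in pollen at its limits, and 33 passed here. The 7 others were miR156k, miR166m, miR169a, miR169b, miR399b, miR827 and miR2118d. The chi-square test, set before the data were examined, also called miR166m, miR169a, miR169b and miR2118d. Setting 0 reads to 0.01 TPM, or adding 1 read, called miR399b. Both together, chosen after seeing the values, gave 38 and dropped 2 of the paper's 40, miR156k and miR827. Scaling by genome-matched reads gave 40, but it dropped 6 of the paper's 40 and called 6 others. The p of miR827 in the authors' deposited table is 0.0133, above the paper's own limit. With 2 reads in MP and 0 in GP, no ratio was given for miR827 here. Table 2 gives miR399b a log2 ratio of 7.826 and miR164a one of -6.780, and the bounds with the floor of 3 reads were 1.46 and -1.95. With 0 reads set to 0.01 TPM, both reach the values of Table 2. In pollen the paper calls 16 predicted miRNAs and 17 passed here, while the chi-square test and adjusted p-values, chosen after seeing the values, gave 16.

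The paper states that read counts were mostly similar between the arms of its predicted hairpins. Of the 16 hairpins, 4 were within 2-fold and 12 within 5-fold. The paper describes a moderate variation of miR159a/b/c between MP and GP, and miR159c had 0 reads in both libraries.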

Other observations

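No tests beyond those described above were run for these values, and all of them were picked after the data were seen. miR408/b, miR396c/d and miR399e/i/j in silks were at different levels in PS and MS without passing the criteria. miR408/b, which targets copper protein genes, had 529 reads in MS and 837 in PS, a log2 ratio of 0.81 (exact 95% interval 0.65 to 0.97). miR396c/d had 6380 and 4816 reads, a log2 ratio of -0.26 (-0.31 to -0.20). miR399e/i/j, of a family of phosphate starvation, had 83 and 39 reads, a log2 ratio of -0.94 (-1.53 to -0.37), and 0 reads in both pollen libraries. These directions held under each scaling.

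In pollen, miR399b had 0 reads in MP and 24 in GP, 2.75-fold higher in GP against the floor of 3 reads. It had 4 and 2 reads in MS and PS. miR529, which shares SPL targets with miR156, had 1 read in MP and 15 in GP, a log2 ratio of 2.37 (-0.33 to 7.76). miR398a/b, which targets superoxide dismutase genes, had 2 and 15 reads, a log2 ratio of 1.37 (-0.74 to 4.54). With clean reads and the floor of 3 reads, none of these passed the limits in pollen. Under TMM all of them were called higher, miR399b and miR529 were also called under the median ratio, and miR399b also under the total of known reads, with 0 reads as 0.01 TPM, with 1 read added and at a log2 limit of 1. These directions held under each scaling. The anther-related miR2118 and miR2275 families were near 0 in all libraries, with at most 4 reads for any sequence.

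Of the predicted 24-nt miRNAs, 20 had at least 10 reads in a silk library, and 15 of these had 0 reads in both pollen libraries. Some of these sequences overlap, so their reads can be the same.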
